# Metformin targets intestinal immune system signaling pathways in a high-fat diet-induced mouse model of obesity and insulin resistance

**DOI:** 10.3389/fendo.2023.1232143

**Published:** 2023-09-19

**Authors:** Monta Brīvība, Laila Silamiķele, Ineta Kalniņa, Ivars Silamiķelis, Līga Birzniece, Laura Ansone, Lauma Jagare, Ilze Elbere, Jānis Kloviņš

**Keywords:** metformin, NF-kappa B signaling, humoral immune responses, high-fat diet, intestinal transcriptome

## Abstract

**Introduction:**

Research findings of the past decade have highlighted the gut as the main site of action of the oral antihyperglycemic agent metformin despite its pharmacological role in the liver. Extensive evidence supports metformin’s modulatory effect on the composition and function of gut microbiota, nevertheless, the underlying mechanisms of the host responses remain elusive. Our study aimed to evaluate metformin-induced alterations in the intestinal transcriptome profiles at different metabolic states.

**Methods:**

The high-fat diet-induced mouse model of obesity and insulin resistance of both sexes was developed in a randomized block experiment and bulk RNA-Seq of the ileum tissue was the method of choice for comparative transcriptional profiling after metformin intervention for ten weeks.

**Results:**

We found a prominent transcriptional effect of the diet itself with comparatively fewer genes responding to metformin intervention. The overrepresentation of immune-related genes was observed, including pronounced metformin-induced upregulation of immunoglobulin heavy-chain variable region coding *Ighv1-7* gene in both high-fat diet and control diet-fed animals. Moreover, we provide evidence of the downregulation NF-kappa B signaling pathway in the small intestine of both obese and insulin-resistant animals as well as control animals after metformin treatment. Finally, our data pinpoint the gut microbiota as a crucial component in the metformin-mediated downregulation of NF-kappa B signaling evidenced by a positive correlation between the *Rel* and *Rela* gene expression levels and abundances of *Parabacteroides distasonis*, *Bacteroides spp*., and *Lactobacillus spp*. in the gut microbiota of the same animals.

**Discussion:**

Our study supports the immunomodulatory effect of metformin in the ileum of obese and insulin-resistant C57BL/6N mice contributed by intestinal immunoglobulin responses, with a prominent emphasis on the downregulation of NF-kappa B signaling pathway, associated with alterations in the composition of the gut microbiome.

## 1 Introduction

In the management of diabetes mellitus, metformin (dimethyl-biguanide) is still considered the first-choice pharmacological treatment for most patients because of its relatively high efficacy, affordable price, and safety (1). Nevertheless, it is more often accepted to use other classes of agents with metformin as an early combination therapy since evidence shows that 21% of patients using metformin as a monotherapy eventually do not reach their glycemic goals, while up to 20% of patients do not tolerate the drug due to gastrointestinal adverse events (1–3).

The generally accepted mechanism of action of metformin is the activation of AMP-activated protein kinase as a result of inhibition of complex I with a subsequent improvement in hepatic insulin sensitivity and inhibition of hepatic gluconeogenesis (4). However, these assumptions have been challenged by multiple studies discovering the highly pleiotropic effect of the drug ranging from anti-aging properties (5) to anti-inflammatory effects (6) and recognition of the gastrointestinal tract as one of the main sites of action of the drug with a significant contribution of gut microbiota yet with no persuasive underlying mechanism clarified so far (7).

Over the past decade, much effort has been made to describe the modulatory effect of metformin on the composition and functions of gut microbiota in both human and animal studies, revealing metformin-induced alterations in the abundance of *Akkermansia* spp. and *Clostridium* spp., though with notable divergence among the hosts studied (8, 9). Meanwhile, the reports describing intestinal host responses show ambiguous results with distinct molecular targets and signaling pathways affected by the drug. Studies show that metformin improves glucagon-like peptide 1 (GLP‐1) secretion (10), targets the glucose-SGLT1 sensing by modifying microbiota of the upper small intestine of rodents (11), restores diet-induced overexpression of key genes for the transport of glucose and fatty acids in the small intestine of mice (12), and changes the expression of glycolytic genes such as *Slc2a1*, *Slc2a2*, and *Slc5a1* in the intestinal organoids (13). In addition to glucose homeostasis, several studies provide considerable evidence of the intestinal immunomodulatory effect of the drug including the ability of metformin to prevent high-fat diet-induced reduction of IgA-producing cells, increase the levels of fecal sIgA (14, 15), and even improve the tight junction of intestinal epithelial cells (16).

Since data describing gut-specific host responses to metformin therapy *in vivo* are lacking, we aimed to identify the intestinal molecular targets of metformin in mice at the state of obesity and insulin resistance by performing a global transcriptome analysis. To the best of our knowledge, this is the first study providing bulk RNA-Seq data of the distal part of the small intestine of high-fat diet-fed and metformin-treated C57BL/6N mice of both sexes with appropriate control arms.

## 2 Methods

### 2.1 Study design

Since the animal experiment was conducted for simultaneous gut microbiome data acquisition, the study was designed as a randomized block experiment, where each study arm was represented by three experimental units in specific pathogen-free conditions. An animal cage with three animals in it was considered as one experimental unit of the study due to an inevitable exchange of the microbiota between different animals within one cage. Experimental units/cages were organized in three blocks (24 animals per block) with time as the only blocking factor and a 2-week-long time shift between each block resulting in a 4-week-long extension of the experiment in total. In total, 72 animals (36 males and 36 females) were involved in the study compiling 24 experimental units. Half of the animals (*n* = 36) were allocated to the high-fat diet intervention, while the rest of the animals (*n* = 36) received the control diet after the first randomization procedure. The 20-week-long diet intervention was followed by a 10-week-long metformin treatment to which half of the animals (*n* = 16) of each diet group were randomly subjected. An equal animal sex distribution was ensured by performing the randomization procedures in males and females separately. Finally, there were eight study groups developed with three experimental units (nine animals) in each group based on three different factors (sex, diet, and therapeutic intervention): 1) high-fat diet-fed (HFD-fed) male mice receiving metformin, 2) HFD-fed male mice with no metformin intervention, 3) HFD-fed female mice receiving metformin, 4) HFD-fed female mice with no metformin intervention, 5) control diet-fed (CD-fed) male mice receiving metformin, 6) CD-fed male mice with no metformin intervention, 7) CD-fed female mice receiving metformin, and 8) CD-fed female mice with no metformin intervention. Nevertheless, for the RNA-Seq analysis, only one animal from each cage was randomly selected, resulting in the intestinal transcriptome data set derived from six animals (three males and three females) of each of the treatment groups: high-fat diet-fed animals (HFD), high-fat diet-fed animals receiving metformin (HFDmetf), control diet-fed animals (CD), and control diet-fed animals receiving metformin (CDmetf), representing all three experimental blocks. A schematic representation of the experimental design is provided in **Figure 1**.

**Figure 1:**
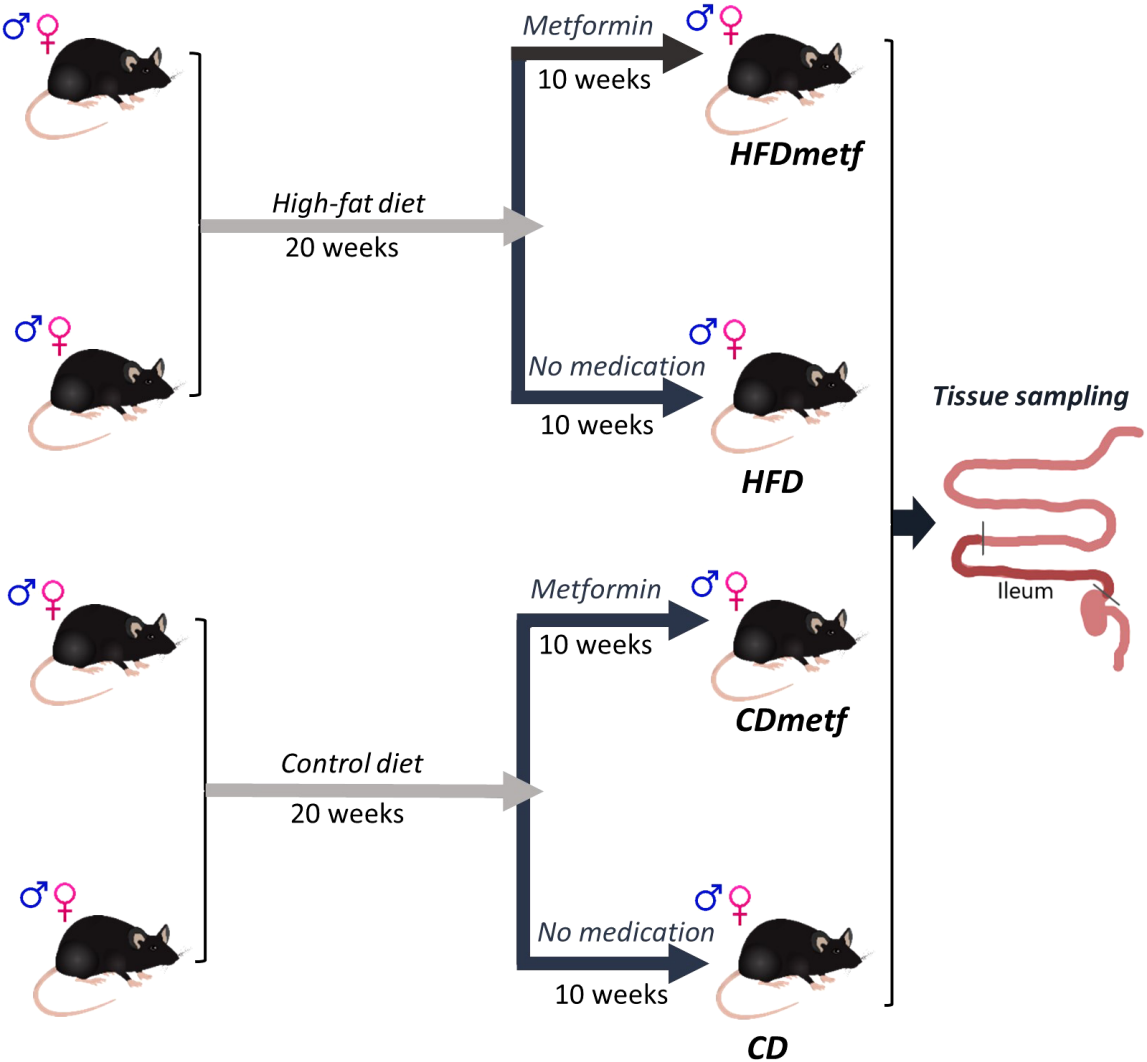
Schematic representation of the experimental design. At first, 72 four- to five-week-old C57BL/6N mice of both sexes were randomly divided into two groups (36 animals per group), where each study group received a different diet (either a high-fat diet or the control diet with a regular fat content) for 20 weeks. After the diet intervention, half of the animals representing each diet-related study group (*n* = 18) were randomly selected for the following metformin intervention in drinking water for 10 weeks. Equal animal sex distribution was repeatedly ensured during each randomization procedure, resulting in four different study arms: animals receiving a control diet only (CD), animals receiving a control diet followed by metformin intervention (CD_Metf), animals receiving a high-fat diet only (HFD), and animals receiving a high-fat diet followed by metformin therapy (HFD_Metf). At the end of the animal experiment, the tissue sample from the distal part of the small intestine (ileum) was collected from three males and three females representing each study arm (24 samples in total).

### 2.2 Animals

Four- to 5-week-old male and female C57BL/6N mice were obtained from the University of Tartu Laboratory Animal Centre. Animals of the same sex were housed in individually ventilated cages (Tecniplast, Milan, Italy) in groups of three. Mice were fed with either a high-fat diet (HFD: 60 kcal% fat, D12492, Research Diets, New Jersey, USA) or a control diet (CD: 10 kcal% fat, D12450J, Research Diets, New Jersey, USA) *ad libitum* depending on the experimental group assigned. The room temperature was controlled at 23°C ± 2°C with 55% humidity and a 12:12-h light–dark cycle.

### 2.3 Experimental procedures

For half of the animals, an obesity and insulin resistance phenotype was induced by HFD for 20 weeks. After week 20, metformin therapy was provided for randomly selected animals (half of both HFD-fed and CD-fed mice) with drinking water for 10 weeks in a concentration of 50 mg/kg body mass/day. The dose of metformin was chosen according to previous findings proving metformin dosage of 50 mg/kg/day as a clinically relevant dose retaining the property to improve hyperglycemia in high-fat diet-fed animals (17). The phenotype of experimental animals was monitored: body weight was measured once a week, and 6-h fasting plasma glucose was determined using an Accu-Chek Performa glucometer (Roche, Vienna, Austria) once in 2 weeks. In addition, at weeks 20 (before administration of metformin) and 30 (after 10 weeks of metformin therapy), fasting glucose and insulin levels were determined using the mouse glucose assay and mouse insulin ELISA kit (Crystal Chem, Zaandam, Netherlands) to calculate the homeostatic model assessment for insulin resistance (HOMA-IR) (18). Stool samples were collected from animals before cervical dislocation and analyzed using the Mouse Secretory Immunoglobulin A (sIgA) ELISA Kit (MyBioSource, USA) following the manufacturer’s instructions, and the absorbance was read at 450 nm. All the animals were euthanized by cervical dislocation without any other anesthesia to avoid potential bias of medications other than metformin. For tissue sampling from the distal part of the small intestine (ileum), one animal representing each experimental unit/cage was randomly selected (24 animals in total). Each tissue sample was stored at −80°C in 1.5 mL of RNAlater solution (Thermo Fisher Scientific, USA) until further processing.

### 2.4 Sample processing and next-generation sequencing

RNA extraction from intestinal tissue was performed using AllPrep DNA/RNA Mini Kit (QIAGEN, Germany) according to the manufacturer’s instructions. For rRNA depletion, 200 ng of total RNA was processed using MGIEasy rRNA depletion kit (MGI Tech Co. Ltd., China). Complementary DNA library preparation was performed with MGIEsy RNA Directional Library Prep Set (MGI Tech Co. Ltd., China). The quantity and quality of extracted RNA and prepared libraries were determined by Qubit Fluorometer (Thermo Fisher Scientific, USA) and Agilent 2100 Bioanalyzer system (Agilent, USA), respectively. The integrity of RNA was evaluated by RNA integrity number (RIN) within the Agilent 2100 Bioanalyzer system (Agilent, USA). Next-generation sequencing was conducted on the DNBSEQ-G400RS sequencing platform (MGI Tech Co. Ltd., China), following the manufacturer’s instructions. Since shotgun RNA sequencing is considered to be the most accurate method for quantification of the expression of individual transcripts and genes, additional methods for technical validation were not applied in this study (19).

Isolation of microbial DNA from stool samples collected after metformin intervention from the same animals and the following shotgun metagenomic sequencing was done as described before (9). Briefly, for the DNA extraction, FastDNA® Spin Kit for Soil (MP Biomedicals, USA) was used according to the manufacturer’s instructions. The DNA libraries were prepared with MGIEasy Universal DNA Library Prep Kit (MGI Tech Co. Ltd., China) adding 1% PhiX control and sequenced on the DNBSEQ-G400RS next-generation sequencing platform (MGI Tech Co. Ltd., China) using the DNBSEQ-G400RS High-throughput Sequencing Set (FCL PE100) (MGI Tech Co. Ltd., China). The desired sequencing depth was at least 20 M 100 bp paired-end sequencing reads per sample.

### 2.5 Data analysis

For the trimming of sequencing reads, a sliding window size of 5 and a quality threshold of 25 were applied in Trimmomatic 0.39. Sequencing reads had to have a minimum length of 30 bp and an average quality of 25 to be included in the subsequent analyses. The reads were mapped to the mouse reference genome GRCm38, and per-gene read counts were calculated with STAR 2.5.3a. The obtained read counts were then normalized using the trimmed mean of M-values implemented in Bioconductor package edgeR (v.3.24.3) in R (v.3.5.3). For the gene filtering, filterByExpr() function was applied, taking into account the library sizes and the experimental design (20). Differentially expressed genes (DEGs) were identified with limma package (v.3.38.3) and voom method using a linear model with weighted least squares for each gene (21). Both diet and therapy were defined as factors to evaluate their transcriptional effects, while the animal sex and sequencing block were considered covariates. DEGs were identified by comparing animals representing different experimental groups in four contrasts: HFD-fed animals against CD-fed animals with no metformin therapy applied in both groups (HFD vs. CD), HFD-fed animals against CD-fed animals with metformin therapy applied for both groups (HFDmetf vs. CDmetf), HFD-fed animals with metformin therapy against HFD-fed animals with no metformin therapy (HFDmetf vs. HFD), and finally, CD-fed animals with metformin therapy compared with CD-fed animals with no metformin therapy applied (CDmetf vs. CD). Multiple testing correction was implemented using the Benjamini–Hochberg procedure, and significant DEGs were determined using a false discovery rate (FDR) <0.05 cutoff (22).

Gene Ontology (GO) terms and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis was performed using the online software Database for Annotation, Visualization and Integrated Discovery (DAVID) 6.8 applying a *P*-value threshold <0.05 (23, 24). Heatmaps were constructed with Matplotlib⁠ and SciPy⁠. Hierarchical clustering was performed with the average linkage method implemented in SciPy for the clustering of genes according to their differences in CPM values (25, 26). Cnetplot for GO terms was constructed using the clusterProfiler package in R (27).

For the correlation analysis, features (genes and taxonomies) with a median value of 100 reads were retained for further analyses. Read counts were normalized using a centered log-ratio (clr) transform using scikit-bio (0.5.8). Before clr transformation, imputation of zero values was performed with geometric Bayesian multiplicative replacement as implemented in R package zCompositions (1.4.0-1). Integration of metagenomic and transcriptomic data was performed with sparse partial least squares (sPLS) by selecting at most 30 variables from each contrast with mixomics (6.20.0). Pearson correlations of features were visualized as clustered image maps (heatmaps) using the complete linkage method as an agglomerative clustering algorithm and using Euclidean distances as a distance measure for both types of features. Feature stability was evaluated with 10-fold cross-validation and 100 repeats. Predictors with variable importance in projection value (VIP) >1 were considered relevant, while the frequency of occurrence >0.8 was accepted as stable.

For the calculation of sIgA concentrations, the interpolation was done in GraphPad Prism by using the sigmoidal 4PL model. The *p*-values for the comparison of HOMA-IR, body mass, glucose, insulin, and sIgA levels were calculated using the Kruskal–Wallis test, followed by Dunn’s test for pairwise comparisons with the Bonferroni adjustment, and visualized with the ggplot2 package implemented in R.

## 3 Results

### 3.1 Diet- and metformin-induced phenotypic alterations

In total, 24 animals were included in the study, with six animals representing each of the four treatment groups and equal gender distribution in each group (three males and three females). Four different contrasts were used in the statistical analysis of phenotypic as well as RNA-Seq data considering both the diet and metformin intervention (HFD vs. CD, HFDmetf vs. CDmetf, HFDmetf vs. HFD, CDmetf vs. CD); nevertheless, the greatest emphasis was placed on the contrasts reflecting the effect of metformin at the state of obesity and insulin resistance as well as the control phenotype (HFDmetf vs. HFD and CDmetf vs. CD).

To evaluate the intervention-induced phenotypic alterations, body mass and fecal sIgA levels were detected in addition to the HOMA-IR index, which was calculated for each animal based on fasting plasma glucose and insulin levels at the end of the experiment. Significantly higher body mass (HFD: median = 54.06 g, IQR = 52.38–54.26 g; HFDmetf: median = 50.96 g, IQR = 49.69–54.39 g; CD: median = 32.96 g, IQR = 29.56–39.60 g; CDmetf: median = 31.46 g, IQR = 30.86–35.69 g), insulin levels (HFD: median = 1,358.33 pmol/L, IQR = 652.05–1,918.17 pmol/L; HFDmetf: median = 1,072.35 pmol/L, IQR = 513.20–1,682.04 pmol/L; CD: median = 134.73 pmol/L, IQR = 78.65–174.68 pmol/L; CDmetf: median = 116.72 pmol/L, IQR = 78.83–134.70 pmol/L), and also HOMA-IR indexes (HFD: median = 9.39, IQR = 7.06–14.06; HFDmetf: median = 8.83, IQR = 5.06–15.07; CD: median = 1.21, IQR = 0.61–1.89; CDmetf: median = 0.82, IQR = 0.51–0.93) were detected in HFD-fed animals compared with CD-fed animals at the end of the experiment in all of the comparisons tested. The difference in blood glucose levels (HFD: median = 13.41 mmol/L, IQR = 9.87–15.37 mmol/L; HFDmetf: median = 11.47 mmol/L, IQR = 10.97–13.28 mmol/L; CD: median = 11.34 mmol/L, IQR = 11.06–11.95 mmol/L; CDmetf: median = 9.33 mmol/L, IQR = 9.27–9.67 mmol/L) did not reach statistical significance after adjusting the *p*-value. Similarly, although not reaching statistical significance, the body mass, HOMA-IR, glucose, and insulin levels tend to show lower levels in mice receiving metformin treatment against the untreated animals irrespective of the diet applied (**Figures 2A–C**, **Supplementary Table 5**).

**Figure 2:**
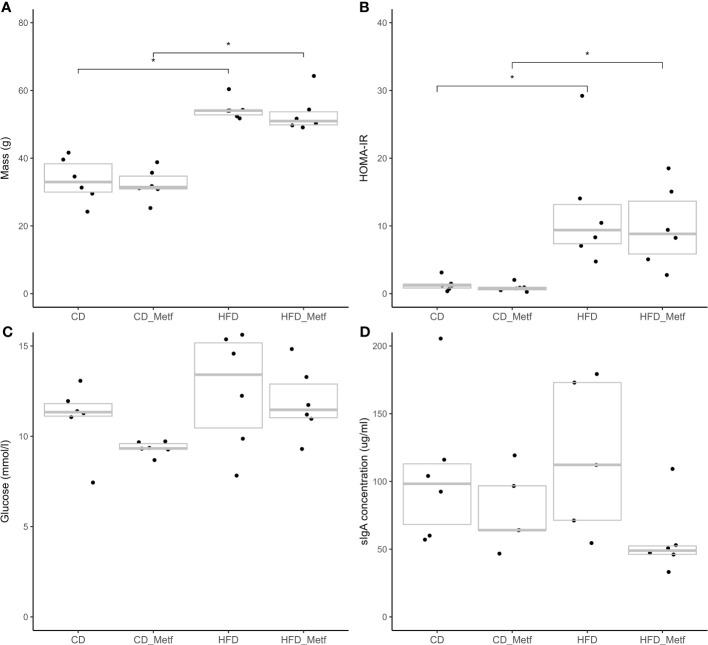
Jitter plots representing the phenotypic differences among animals of different treatment arms at the end of the study. Four different measurements are shown: **(A)** body mass, **(B)** homeostatic model assessment for insulin resistance, **(C)** blood glucose levels, and **(D)** secretory IgA levels. Each dot represents a single measurement for each animal with a gray crossbar indicating the median and IQR of the corresponding experimental group. Comparisons with statistically significant differences are marked with the asterisk above the square brackets (adjusted *P*-value threshold of 0.05). IQR, interquartile range; CD, control diet-fed animals; CD_Metf, control diet-fed animals receiving metformin; HFD, high-fat diet-fed animals; HFD_Metf, high-fat diet-fed animals receiving metformin.

According to the previously reported property of metformin to elevate sIgA levels in human stool, additional ELISA-based measurements of fecal sIgA were performed after metformin intervention, showing notable though not significant variability in different treatment arms (HFD: median = 112.25 μg/mL, IQR = 63.01–176.24 μg/mL; HFDmetf: median = 48.92 μg/mL, IQR = 42.74–67.02 μg/mL; CD: median = 98.30 μg/mL, IQR = 59.38–138.35 μg/mL; CDmetf: median = 64.03 μg/mL, IQR = 55.33–107.92 μg/mL) (**Figure 2D**, **Supplementary Table 5**). The data describing phenotypic variation among animals of different sexes are provided in **Supplementary Table 5** and **Supplementary Figure 7**).

### 3.2 Diet-induced alterations in transcriptome profiles of the distal part of the small intestine

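RNA from pieces of the distal small intestine of 24 C57BL/6N mice, an inbred laboratory strain, was sequenced as 1 library per animal. The control diet (CD) provided 10% and the high-fat diet (HFD) 60% of the energy from fat, and after 20 weeks on the diet the animals of the CDmetf and HFDmetf groups received metformin, an oral antidiabetic drug, at 50 mg/kg/day for 10 weeks. Each of the 4 groups held 3 males and 3 females, named M1 to M3 and F1 to F3, so that every replicate number was present in every group and in both sexes. The authors trimmed the reads with Trimmomatic 0.39 (window 5, quality 25, minimum length 30 bp), mapped them to GRCm38 and counted reads per gene with STAR 2.5.3a, and the resulting table of raw counts was the starting point here. The annotation release and the counted strand are not named in the paper's text, so counts of overlapping and antisense genes are uncertain, and a read that maps equally well to near-identical gene copies is not counted by STAR on any of them. Reads on genes ranged from 2777387 to 22413162 per library in the CD group (median 10387014), from 2929631 to 40384234 in the CDmetf group (median 3284867), from 2322210 to 40606442 in the HFD group (median 3145285) and from 1829690 to 27226092 in the HFDmetf group (median 3966407). The smallest expression level that these depths show, taken as 3 counts, was between 0.0730 CPM (counts scaled by the TMM-normalized library size) in HFD F1 and 1.48 CPM in HFDmetf F2; floors of this kind cover counting error only. Library sizes were normalized by the trimmed mean of M-values (TMM), 14076 genes passed filterByExpr, and all 24 libraries were fitted together with edgeR's quasi-likelihood model with the group, the sex and the replicate number as terms (17 residual degrees of freedom). FDR values are Benjamini-Hochberg adjusted over the genes tested, with 0.05 as the threshold for a DEG. In CD M3 the 10 largest genes took 85.4% of the counts, against 11.0% to 14.5% in the other libraries of the CD group, and the library was kept. Sex-linked transcripts checked the labels: the library labelled HFD M2 had 3355 reads on *Xist* and 0 on the Y-linked genes *Ddx3y*, *Kdm5d*, *Eif2s3y* and *Uty*, while the library labelled HFD F2 had 1 read on *Xist* and 423 on the Y-linked genes. Both libraries were kept under their labels, and the sex term follows the labels. So do the pairs of libraries with the same sex and replicate number. In contrasts with the HFD group, the M2 and F2 pairs therefore join libraries whose sex-linked transcripts differ.

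**Figure D1:**
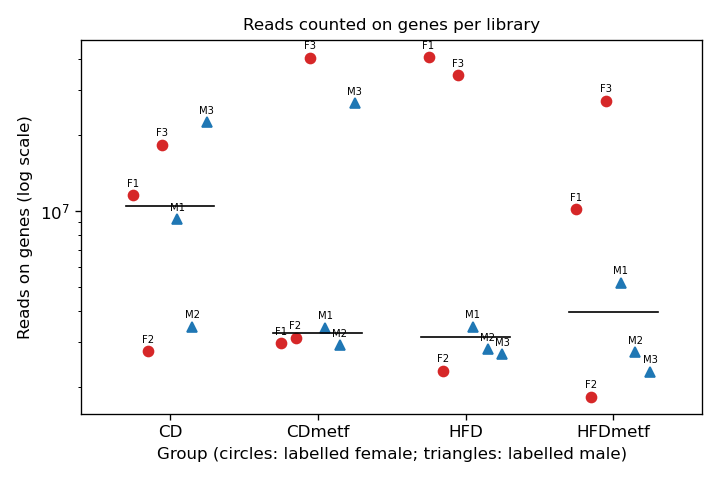
Reads on genes of each of the 24 libraries by group, on a log axis; circles are libraries labelled female, triangles libraries labelled male, the text beside each point is the animal, and the horizontal line is the median of the group. Depth ranged from 1829690 reads in the HFDmetf group to 40606442 in the HFD group.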

The RNA-Seq approach was applied to comprehensively identify transcripts responding to the diet and/or metformin treatment in samples obtained from the distal part of the small intestine of the 24 animals. Next-generation sequencing provided a median of 18.1 million sequencing reads per sample (IQR = 68.4), where 73.9% (IQR = 20.4) of the reads were mapped to the reference genome, ensuring the identification of 55,536 unique mouse genes in total.

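Summed over all rows of the count table, including reads that were unmapped, mapped to several places or fell outside genes, the 24 libraries held a median of 7.01 M reads (IQR = 26.8), beside the paper's reported median of 18.1 M (IQR = 68.4). Of these reads, a median of 79.3% (IQR = 16.9) were mapped and 73.5% (IQR = 19.8) were mapped to a single place. The table lists 55536 genes, of which 36824 had at least 1 read in at least 1 library. All expression values given here use the reads counted on genes as the library size.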

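In HFD vs. CD, 0 of the 14076 genes reached an FDR under 0.05, and 652 genes had an unadjusted p under 0.05. The smallest FDR, 0.752 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, was shared by several genes, of which *Sec22c*, singled out only after its values were seen, had a logFC of 1.01 (SE = 0.218). Without the replicate block there were again 0 DEGs, with 519 genes at an unadjusted p under 0.05. Whether the replicate numbers pair the libraries was checked from the deviations of log2 CPM from the group means: libraries of different groups with the same number correlated at 0.142 on average (72 pairs) and libraries with different numbers at −0.0702 (144 pairs). Among the alternatives set before the data were examined, DESeq2's Wald test moved the count most, to 13 DEGs. Among the settings added after seeing the data, limma-voom with sample quality weights gave 465 DEGs when the contrast was a coefficient of the design, and 1477 when the weights were estimated once and the contrast was formed from group means.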

To control for the effects of the diet, at first, the transcriptome profiles of animals receiving diets with distinct fat content (HFD vs. CD) and no metformin were compared, revealing an HFD-induced differential expression of 585 genes (FDR < 0.05). The majority of DEGs (395 genes) were uniquely differentially expressed in the HFD vs. CD contrast, including the ones functionally associated with lipid metabolism, such as *Bco1* (logFC = −3.08; FDR = 1.69E−03) and *Acaa1b* (logFC = 1.56; FDR = 2.07E−02) (**Table 1**). 

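*Bco1* (ENSMUSG00000031845), which encodes the beta-carotene cleaving enzyme, lies on chromosome 8 from 117095854 to 117133720 (plus strand) of GRCm38. Its expression was 31.0 ± 27.2 CPM (mean ± SD, n = 6) in the CD group and 8.20 ± 9.20 CPM (n = 6) in the HFD group, and it was lower in the HFD library in 5 of the 6 pairs of libraries with the same sex and replicate number (logFC = −2.05; SE = 0.662; quasi-likelihood FDR = 1.00). With each of the 24 animals left out in turn, its logFC stayed between −2.85 and −1.67. *Acaa1b* (ENSMUSG00000010651), encoding a peroxisomal acetyl-CoA acyltransferase, lies on chromosome 9 from 119148023 to 119157093 (minus strand). It was measured at 2.10 ± 0.681 CPM in the CD group and 5.80 ± 2.35 CPM in the HFD group (n = 6 each) and was higher in 5 of the 6 pairs (logFC = 1.51; SE = 0.495; quasi-likelihood FDR = 1.00), with a logFC between 1.24 and 1.75 when single animals were left out. In the library labelled HFD M2 *Acaa1b* stood at 1.28 CPM, below the 5.49 to 7.88 CPM of the other HFD libraries. For both genes the change was larger than its standard error but did not pass the threshold after adjustment over all genes.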

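Of the genes with an unadjusted p under 0.05 in HFD vs. CD, 365 were higher and 287 lower on the high-fat diet. The paper's list of 585 genes could be traced gene by gene: all 585 were tested, all 585 had the same direction in the counts as in the list, and 269 had an unadjusted p under 0.05. Across these genes, which are not independent replicates, the logFC values and the paper's correlated at r = 0.944, with a median ratio of 0.714 to the paper's logFC. The list was selected from these same libraries, so neither the direction nor the correlation is an independent check.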

In total, 253 genes were downregulated, and 332 genes appeared to be upregulated due to increased dietary fat content solely (**Supplementary Table 1**, **Supplementary Figures 1, 2**). 

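With metformin given on both diets (HFDmetf vs. CDmetf), 0 genes passed the FDR threshold and 1108 had an unadjusted p under 0.05, of which 539 were higher and 569 lower in the HFDmetf group. The smallest FDR was 0.582 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, for genes including *Acta1* (logFC = −2.91; SE = 0.670), which was singled out after its values were seen. Leaving the replicate block out of the model left 0 DEGs and 843 genes at an unadjusted p under 0.05. The paper's list for this contrast names 569 different genes, all of which had the same direction in the counts, 409 of them with an unadjusted p under 0.05. Across those genes the correlation with the paper's logFC was 0.974 and the median ratio 0.804. Genes are not independent replicates, and this list too was selected from these same libraries.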

The comparison of the intestinal gene expression levels obtained from HFD-fed animals against CD-fed animals both receiving metformin indicated the modulatory effect of metformin on the diet-related intestinal transcriptome profiles exerted as the differential expression of 580 genes (333 downregulated and 247 upregulated). Out of those, 103 genes showed differential expression also in the HFD vs. CD contrast, while for the remaining majority (476 DEGs unique to the HFDmetf vs. CDmetf contrast), the diet-related alterations in expression levels were provoked directly by the presence of metformin (**Figure 3**, **Supplementary Table 3**, **Supplementary Figures 3, 4**).

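Since no gene passed the threshold in either diet contrast, 0 DEGs were shared and 0 were unique to one of them. Whether metformin changes the effect of the diet is tested by the difference between the contrasts, that is, the diet by metformin interaction. It gave 0 DEGs, with 849 genes at an unadjusted p under 0.05 (428 higher and 421 lower); without the replicate block it gave 0 DEGs and 666 such genes. DESeq2's Wald test gave 4 DEGs. Limma-voom with sample quality weights, added after seeing the data, gave 518 as a coefficient of the design and 0 without the replicate block. The smallest FDR, 0.547 by edgeR's quasi-likelihood test after Benjamini-Hochberg adjustment, was reached by genes including the immunoglobulin segment *Ighv1-75* (logFC = −5.10; SE = 1.05), chosen after its values were seen and uncertain because reads that map equally well to several segments are not counted. In the paper's lists, the 103 genes shared by HFD vs. CD and HFDmetf vs. CDmetf fall into 30 with the same and 73 with the opposite direction of change on the diet.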

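The genes with the largest changes in the paper's ranking were followed in every library. *Cyp4a10* (ENSMUSG00000066072, chromosome 4 from 115518264 to 115533649 (plus strand)), a fatty acid omega-hydroxylase, had at most 2 reads in any CD library, under the floor of 3 counts, so only a lower bound can be given: at 2.46 ± 1.61 CPM (mean ± SD, n = 6) it was at least 4.74-fold higher in the HFD group, with 5 of the 6 libraries over the floor. The library labelled HFD M2 had 0 *Cyp4a10* reads, the others 1.42 to 4.31 CPM. In HFDmetf vs. CDmetf *Cyp4a10* was higher in 5 of 6 pairs (logFC = 2.56; SE = 0.871; quasi-likelihood FDR = 0.582). The apolipoprotein gene *Apoa4* (ENSMUSG00000032080, chromosome 9 from 46240696 to 46243459 (plus strand)) was higher on the high-fat diet in 6 of 6 pairs, at 2619 ± 2477 CPM against 246 ± 315 CPM (logFC = 4.06; SE = 1.07; quasi-likelihood FDR = 1.00). *Fabp1*, encoding liver fatty acid-binding protein on chromosome 6 from 71199827 to 71205023 (plus strand), was higher in 5 of 6 pairs of HFDmetf vs. CDmetf (logFC = 2.11; SE = 1.52; quasi-likelihood FDR = 0.735). Its logFC lay between 1.25 and 4.11 when single animals were left out. For the immune cell genes, logFC values in HFDmetf vs. HFD were −1.51 for *Slamf6* (SE = 0.681), −1.59 for *Ifi209* (SE = 0.572), −1.37 for *Il27ra* (SE = 0.465) and −1.52 for *Ly6d* (SE = 0.519), each at a quasi-likelihood FDR of 0.640. *Ly6d* had 0 reads in HFDmetf F2, and the logFC of *Ifi209* in CDmetf vs. CD, 1.04 (SE = 0.537), became −0.042 when a B-cell marker score was added as a covariate. In HFDmetf vs. CDmetf the logFC of *Slamf6* was −1.75 (SE = 0.659). *Slamf6* and *Il27ra* were each over the floor of 3 counts in only 4 of 6 HFDmetf libraries. Immunoglobulin V segments made up the rest, and their counts are uncertain because reads that map equally well to near-identical segments are not counted. In HFD vs. CD, *Igkv4-72* had a logFC of 2.48 (SE = 1.23), *Igkv3-7* of 1.21 (SE = 1.07) and *Ighv2-3* of 3.92 (SE = 1.18), and in HFDmetf vs. CDmetf *Igkv2-109* had 2.00 (SE = 1.20) and *Igkv13-84* 1.89 (SE = 0.865). Leaving single animals out gave ranges of 1.01 to 2.87, 0.33 to 2.40 and 2.38 to 4.67 for the values in HFD vs. CD. For those in HFDmetf vs. CDmetf it gave 1.48 to 2.80 and 0.89 to 2.68. Only 2 of 6 CDmetf and 3 of 6 HFDmetf libraries were over 3 counts for *Igkv13-84*. The same held for 3 of 6 CD libraries for *Igkv3-7* and 3 of 6 HFD libraries for *Ighv2-3*, so these values lie near the floor in part of the libraries. In CDmetf vs. CD the values were 3.29 for *Igkv4-72* (SE = 1.25), 1.67 for *Ighv5-16* (SE = 0.940; 0 reads in CDmetf M2) and 3.19 for *Ighv9-4* (SE = 1.03; 0 reads in CDmetf F2). Without single animals they lay at 2.60 to 3.86, 0.96 to 3.02 and 2.62 to 4.14 in that order. *Ighv1-58* was at −0.13 (SE = 0.979) in that contrast, less than its standard error, with 19.6 CPM in CD F3 against 0.652 to 2.29 CPM in the other CD libraries, and its sign changed to 0.21 with DESeq2. With limma-voom its logFC moved the other way, to within that standard error of the paper's −3.24.

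**Figure D2:**
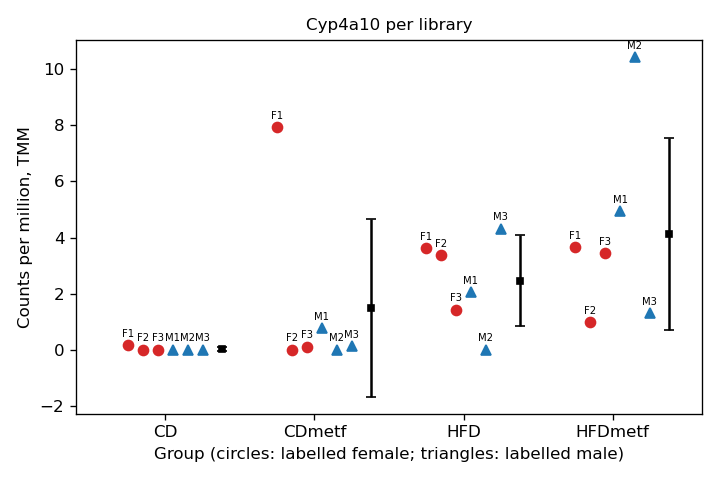
*Cyp4a10* in CPM (TMM) for each library by group; circles are libraries labelled female, triangles libraries labelled male, the text beside each point is the animal, and squares with bars are the mean ± SD of the 6 libraries. All CD libraries lie at or under 0.164 CPM, and the library labelled HFD M2 is at 0.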

Table 1List of the top 5 differentially expressed genes found in the distal part of the small intestine of animals in four different treatment- and diet-related contrasts, ranked by fold change.

**Table:** 

HFD vs. CD			
Gene symbol	Full name	logFC	FDR
*Cyp4a10*	Cytochrome P450, family 4, subfamily a, polypeptide 10	4.63	4.66E−03
*Igkv4-72*	Immunoglobulin kappa chain variable 4-72	4.49	4.78E−02
*Igkv3-7*	Immunoglobulin kappa variable 3-7	3.74	4.94E−02
*Ighv2-3*	Immunoglobulin heavy variable 2-3	3.74	3.77E−02
*Apoa4*	Apolipoprotein A-IV	3.53	3.31E−02

**Table:** 

HFDmetf vs. CDmetf			
Gene symbol	Full name	logFC	FDR
*Igkv2-109*	Immunoglobulin kappa variable 2-109	3.81	4.87E−02
*Fabp1*	Fatty acid binding protein 1, liver	3.64	4.52E−02
*Cyp4a10*	Cytochrome P450, family 4, subfamily a, polypeptide 10	3.24	1.86E−02
*Slamf6*	SLAM family member 6	−2.79	4.63E−02
*Igkv13-84*	Immunoglobulin kappa chain variable 13-84	2.73	1.86E−02

**Table:** 

HFDmetf vs. HFD			
Gene symbol	Full name	logFC	FDR
*Ighv1-7*	Immunoglobulin heavy variable V1-7	5.76	3.64E−02
*Slamf6*	SLAM family member 6	−2.79	4.63E−02
*Ifi209*	Interferon-activated gene 209	−2.39	4.63E−02
*Il27ra*	Interleukin 27 receptor, alpha	−2.38	3.64E−02
*Ly6d*	Lymphocyte antigen 6 complex, locus D	−2.28	4.63E−02

**Table:** 

CDmetf vs. CD			
Gene symbol	Full name	logFC	FDR
*Igkv4-72*	Immunoglobulin kappa chain variable 4-72	5.33	2.83E−02
*Ighv1-7*	Immunoglobulin heavy variable V1-7	5.09	7.13E−03
*Ighv5-16*	Immunoglobulin heavy variable 5-16	3.72	2.18E−02
*Ighv9-4*	Immunoglobulin heavy variable 9-4	3.41	4.12E−02
*Ighv1-58*	Immunoglobulin heavy variable 1-58	−3.24	8.09E−03

HFD, high-fat diet-fed animals; HFDmetf, high-fat diet-fed animals receiving metformin; CD, control diet-fed animals; CDmetf, control diet-fed animals receiving metformin.

**Figure 3:**
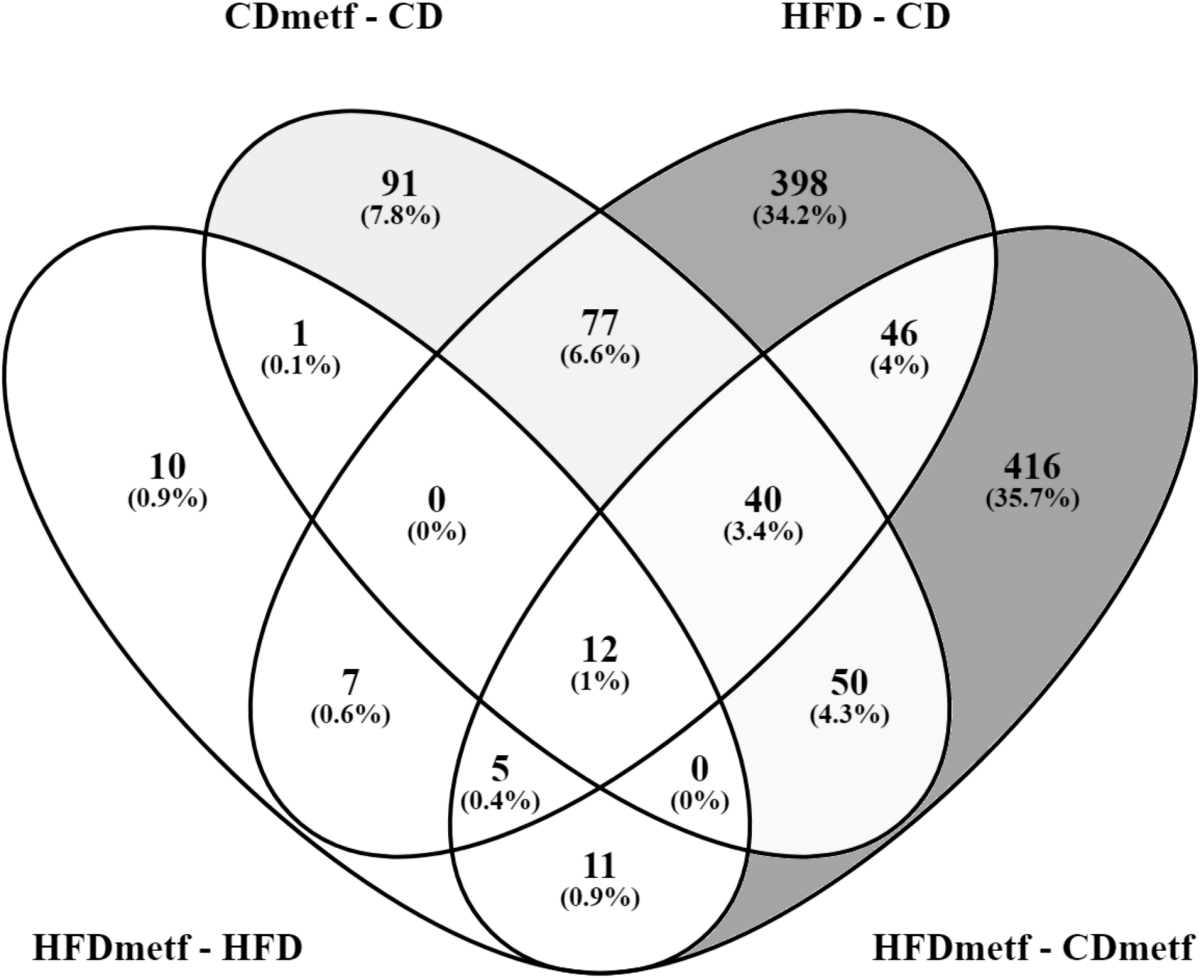
Venn diagram showing the distribution and overlap of differentially expressed genes among the analyzed contrasts. HFD, high-fat diet-fed animals; HFDmetf, high-fat diet-fed animals receiving metformin; CD, control diet-fed animals; CDmetf, control diet-fed animals receiving metformin.

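The overlaps between the paper's lists were followed by direction. The 129 genes shared by HFD vs. CD and CDmetf vs. CD all changed the same way. Both contrasts use the same CD libraries, so part of this agreement follows from the shared libraries, and how much was not tested. In contrast, the 24 genes shared by HFD vs. CD and HFDmetf vs. HFD and the 100 shared by CDmetf vs. CD and HFDmetf vs. CDmetf all had opposite directions; in each of these pairs the same group stands on opposite sides of the contrasts. Of the 13 genes shared by CDmetf vs. CD and HFDmetf vs. HFD, 1 had the same and 12 the opposite direction. In the counts, every gene of the lists kept the direction the paper lists in its own contrast (585, 569, 46 and 271 genes), and 0 genes were DEGs in the quasi-likelihood test. Since the lists were selected from these same libraries, the kept direction is not an independent check.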

The KEGG pathway analysis of the list of identified DEGs in the HFD vs. CD comparison showed significant enrichment of 29 pathways, including butanoate metabolism among the uniquely enriched pathways (not represented in other contrasts) (**Table 2**), while the GO analysis revealed the involvement of cellular response to the fatty acid and lipid metabolism exhibited by statistically significant enrichment of 197 GO terms in total. 

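Expression was followed for the genes that Table 2 lists under the pathways of HFD vs. CD; the enrichment itself was not recomputed. The intestinal immune network for IgA production is represented by 9 genes, of which 8 were higher and 1 lower on the high-fat diet, with a median logFC of 0.91 (−0.35 to 1.62), and 5 had an unadjusted p under 0.05. For terpenoid backbone biosynthesis, 1 gene was higher and 6 were lower, with a median logFC of −0.66 (−0.96 to 1.40) and 4 genes at an unadjusted p under 0.05. Leukocyte transendothelial migration had 13 genes higher and 1 lower, with a median of 0.73 (−0.82 to 1.04), 5 of them at an unadjusted p under 0.05. None of these genes passed the FDR threshold over all genes. Since Table 2 takes its genes from the paper's own DEGs on these libraries, their directions are not an independent check.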

Additionally, 112 significantly enriched GO terms and 18 KEGG pathways were discovered by the functional annotation analysis of the DEGs identified in the comparison of both diet types together with metformin intervention (HFDmetf vs. CDmetf). 

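In HFDmetf vs. CDmetf, all 7 genes that Table 2 places in primary immunodeficiency were lower in the HFDmetf group, with a median logFC of −1.01 (−1.89 to −0.44), and 5 had an unadjusted p under 0.05. Under herpes simplex infection, 14 genes were lower and 3 higher (median −0.59; range −2.11 to 0.45; 13 at an unadjusted p under 0.05), and under lysosome 10 were lower and 2 higher (median −0.41; range −1.38 to 0.62; 12 at an unadjusted p under 0.05). The smallest FDR among these genes was 0.582 in edgeR's quasi-likelihood test.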

Significant enrichment of 11 unique immunity-related signaling pathways was found representing the modulatory effects of metformin (**Table 2**, **Supplementary Tables 1, 3**).

Table 2List of the top 3 enriched KEGG pathways found in the distal part of the small intestine of animals in four different treatment- and diet-related contrasts, ranked by statistical significance.

**Table:** 

HFD vs. CD			
Pathway	Gene count	*P*-value	Genes
mmu04672:Intestinal immune network for IgA production	9	2.78E−05	*Ccl28*, *Ccr9*, *Cd28*, *Cd86*, *Cxcr4*, *H2-Ob*, *Itgb7*, *Madcam1*, *Tnfrsf13b*
mmu00900:Terpenoid backbone biosynthesis	7	4.41E−05	*Acat2*, *Hmgcs1*, *Hmgcs2*, *Idi1*, *Mvd*, *Mvk*, *Pmvk*
mmu04670:Leukocyte transendothelial migration	14	4.69E−05	*Ctnna3*, *Cxcr4*, *Icam1*, *Itgal*, *Mmp9*, *Ncf1*, *Ncf4*, *Pik3cd*, *Prkcb*, *Rac2*, *Rassf5*, *Sipa1*, *Txk*, *Vcam1*

**Table:** 

HFDmetf vs. CDmetf			
Pathway	Gene count	*P*-value	Genes
mmu05340:Primary immunodeficiency	7	4.57E−04	*Blnk*, *Btk*, *Cd3e*, *Cd79a*, *Il2rg*, *Lck*, *Tnfrsf13b*
mmu05168:Herpes simplex infection	17	5.01E−04	*Bmal1*, *H2-DMb2*, *H2-Ob*, *H2-T24*, *Hcfc2*, *Ifit1*, *Ifit1bl1*, *Irf7*, *Nfkbia*, *Oas1a*, *Pml*, *Rnasel*, *Skp2*, *Srsf2*, *Stat1*, *Stat2*, *Tlr9*
mmu04142:Lysosome	12	1.06E−03	*Acp5*, *Cd164*, *Gba*, *Gns*, *Lamp1*, *Lamp2*, *Naga*, *Napsa*, *Neu1*, *Slc11a1*, *Tcirg1*, *Tpp1*

**Table:** 

HFDmetf vs. HFD			
Pathway	Gene count	*P*-value	Genes
mmu05340:Primary immunodeficiency	2	6.85E−02	*Btk*, *Tnfrsf13b*
mmu04672:Intestinal immune network for IgA production	2	8.40E−02	*Cxcr4*, *Tnfrsf13b*
mmu04060:Cytokine-cytokine receptor interaction	3	8.86E−02	*Clcf1*, *Cxcr4*, *Tnfrsf13b*

**Table:** 

CDmetf vs. CD			
Pathway	Gene count	*P*-value	Genes
mmu04514:Cell adhesion molecules (CAMs)	12	8.79E−06	*Cd274*, *Cd28*, *Cd4*, *Cldn8*, *H2-M3*, *H2-Q6*, *Icam1*, *Itgal*, *Madcam1*, *Selplg*, *Spn*, *Vcam1*
mmu05340:Primary immunodeficiency	6	7.62E−05	*Blnk*, *Cd4*, *Cd79a*, *Il2rg*, *Tnfrsf13b*, *Zap70*
mmu04670:Leukocyte transendothelial migration	8	9.29E−04	*Cldn8*, *Cxcr4*, *Icam1*, *Itgal*, *Ncf1*, *Rassf5*, *Sipa1*, *Vcam1*

HFD, high-fat diet-fed animals; HFDmetf, high-fat diet-fed animals receiving metformin; CD, control diet-fed animals; CDmetf, control diet-fed animals receiving metformin.

### 3.3 Transcriptional effect of metformin

We considered the HFDmetf vs. HFD as the most representable contrast reflecting the host transcriptomic responses to metformin treatment in the presence of obesity and insulin resistance. 

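In HFDmetf vs. HFD, 0 genes passed the FDR threshold and 931 had an unadjusted p under 0.05 (534 higher and 397 lower with metformin); without the replicate block there were 0 DEGs and 760 such genes. The smallest FDR was 0.640 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, for genes including *Igkv5-48* (logFC = −3.18; SE = 0.795), an immunoglobulin segment chosen after its values were seen and uncertain because reads mapping to several similar segments are lost. All 46 genes of the paper's list had the same direction in the counts, 28 of them with an unadjusted p under 0.05. Across the list the median ratio to the paper's logFC was 0.635. Selected from these same libraries, the list is not an independent check. *Ighv1-7* (ENSMUSG00000095200), an immunoglobulin heavy-chain V segment on chromosome 12 from 114538495 to 114538965 (minus strand) which loses the reads that map equally well to near-identical segments, was measured at 14.4 ± 24.6 CPM in the HFDmetf group and 3.26 ± 5.86 CPM in the HFD group (mean ± SD, n = 6), higher in 4 of 6 pairs (logFC = 2.33; SE = 1.40; quasi-likelihood FDR = 0.640). In the library labelled HFD F2 it stood at 15.2 CPM, against 0.292 to 1.32 CPM in the other HFD libraries, and leaving single animals out moved the logFC between 1.10 and 4.74. In CDmetf vs. CD it was higher in 6 of 6 pairs, at 59.1 ± 126 CPM against 1.38 ± 0.638 CPM (logFC = 4.61; SE = 1.25; quasi-likelihood FDR = 0.940). Leaving single animals out moved this logFC between 2.51, without CDmetf F3, and 5.37.

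**Figure D3:**
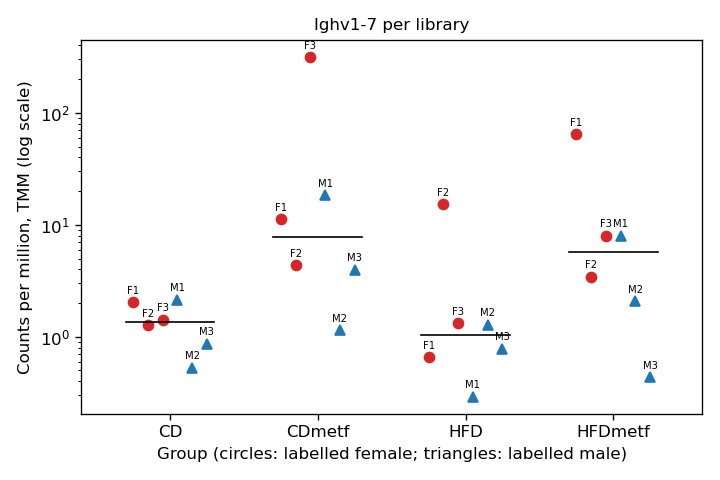
*Ighv1-7* in CPM (TMM) for each library by group, on a log axis; circles are libraries labelled female, triangles libraries labelled male, the text beside each point is the animal, and the horizontal line is the median. The HFD libraries lie between 0.292 and 1.32 CPM apart from HFD F2 at 15.2 CPM.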

The metformin-related comparison revealed apparent differences in the expression of 46 genes (23 genes downregulated and 23 genes upregulated in the intestinal tissue of metformin-treated mice), with the most prominent upregulation of the *ighv1-7* gene (logFC = 5.76; FDR = 3.64E−02) showing differential expression also in the contrast of CDmetf vs. CD (logFC = 5.09; FDR = 7.13E−03) (**Figures 4A, B**). 

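Among the genes Table 2 lists for HFDmetf vs. HFD, both genes of the intestinal immune network for IgA production were lower with metformin (logFC −0.99 and −0.77), and all 3 genes of cytokine–cytokine receptor interaction were lower with a median logFC of −0.98; in each of these pathways 2 genes had an unadjusted p under 0.05. With so few genes per pathway, no test of the pathway as a whole was made.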

The KEGG pathway analysis of 46 DEGs revealed the enrichment of three pathways: primary immunodeficiency, intestinal immune network for IgA production contrasts, and cytokine–cytokine receptor interaction (**Table 2**); nevertheless, none of these reached statistical significance, and all three pathways were targeted also in other contrasts. Eight significantly enriched GO terms were identified in total, all falling within the ontology group of biological processes, and the majority of them related to immune functions, e.g., adaptive immune response (**Supplementary Table 2**, **Figure 5**).

**Figure 4:**
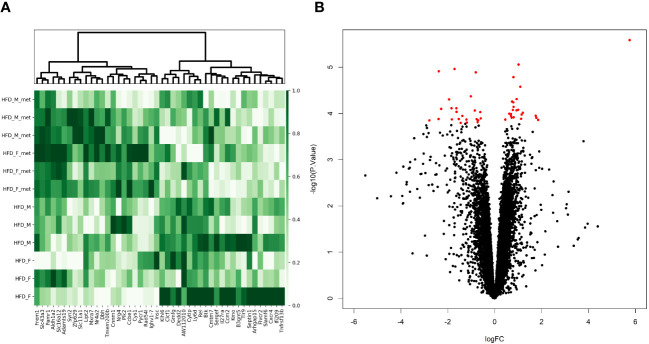
Metformin treatment-related alterations in gene expression profiles of the distal part of the small intestine in the high-fat diet-fed animal model. **(A)** Heatmap and hierarchical clustering of 46 DEGs identified. Each row corresponds to one animal and each column represents a DEG. Normalized sequence read counts were rescaled to lie in the range [0,1] and further used to estimate the difference between the gene expression levels in both experimental groups. DEGs with analogous expression values were clustered at the column level. **(B)** Volcano plot showing the distribution of gene expression comparing HFD-fed animals with and without metformin intervention. Statistical significance vs. log2 fold change is plotted on the *y*- and *x*-axes, respectively. The significant DEGs (FDR < 0.05) are shown as red dots, and black dots refer to genes with non-significant alterations in the expression levels.

**Figure 5:**
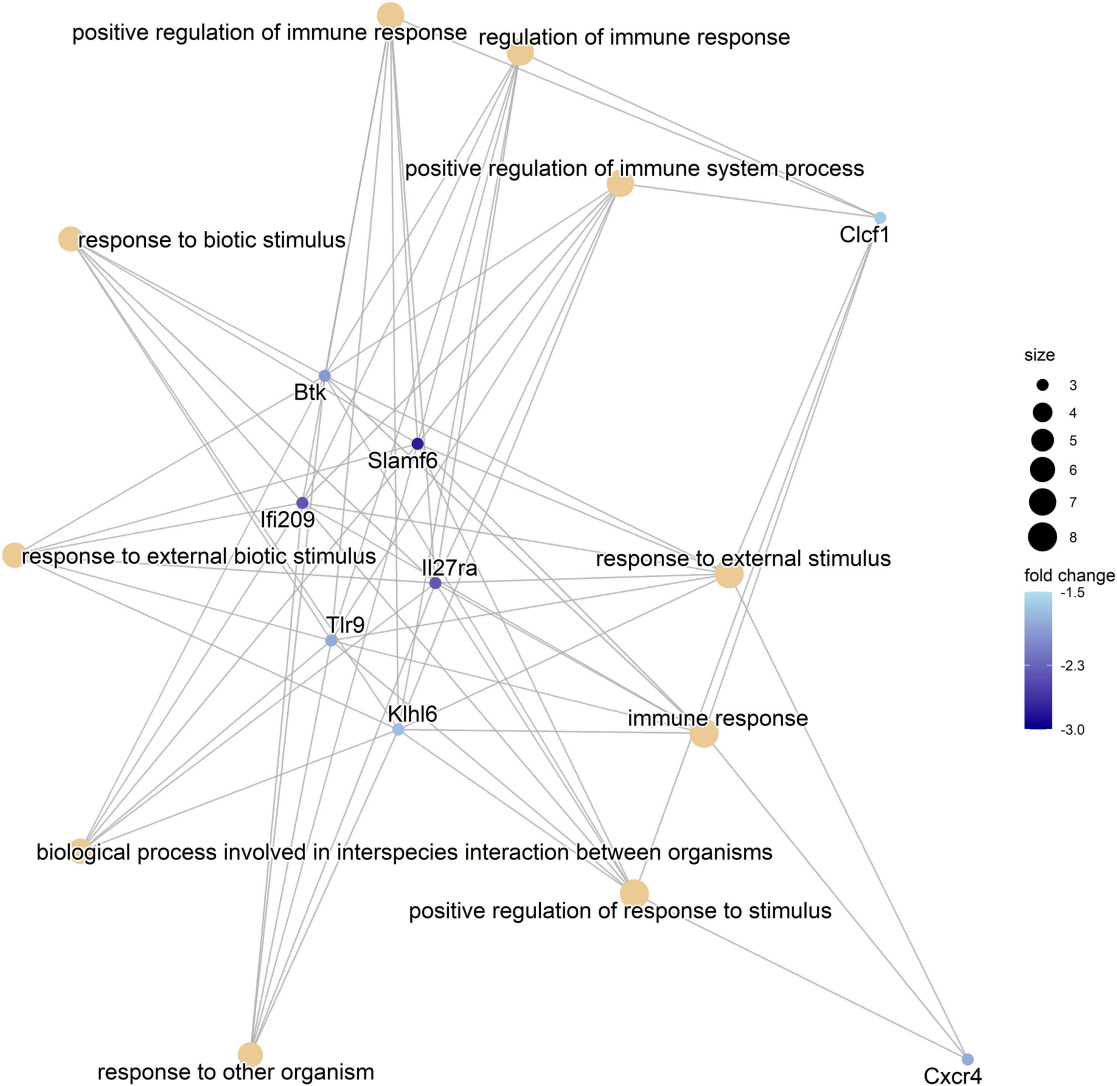
The Gene-Concept Network plot. The linkage between the 10 most significant GO terms and related genes identified in the comparison of HFD-fed animals receiving metformin and HFD-fed animals with no antidiabetic treatment (HFDmetf vs. HFD) is shown. The size of each node representing the Gene Ontology term is relative to the number of corresponding genes, and the intensity of the blue color reflects the fold change of the expression of the particular gene.

Similarly, the comparison of the intestinal transcriptome of CD-fed animals receiving metformin with equally fed animals not treated with metformin was done resulting in 271 DEGs (56 genes downregulated and 215 upregulated in metformin-treated animals), with 91 of the genes appearing exclusively in the particular contrast (CDmetf vs. CD), including *Ighv1-81* (logFC = 2.52; FDR = 7.13E−03) and *Ighv14-3* (logFC = 2.76; FDR = 8.09E−03) (**Figure 2**, **Supplementary Table 4**, **Supplementary Figures 5, 6**). 

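In CDmetf vs. CD, 0 genes passed the FDR threshold and 724 had an unadjusted p under 0.05 (385 higher and 339 lower with metformin); without the replicate block there were 0 DEGs and 502 genes at such a p. The paper's 271 genes all had the same direction in the counts, 176 of them with an unadjusted p under 0.05. They were selected from these same libraries, so their direction is not an independent check. *Ighv1-81* (ENSMUSG00000094689, chromosome 12 from 115920279 to 115920712 (minus strand)) was measured at 7.12 ± 5.91 CPM in the CDmetf group and 2.45 ± 1.79 CPM in the CD group (mean ± SD, n = 6) and was higher in 5 of 6 pairs (logFC = 1.31; SE = 0.598; quasi-likelihood FDR = 0.940). For *Ighv14-3* (ENSMUSG00000095642, chromosome 12 from 114059845 to 114060321 (minus strand)) the values were 8.12 ± 5.89 CPM and 1.20 ± 0.634 CPM, higher in 6 of 6 pairs (logFC = 2.60; SE = 0.598; quasi-likelihood FDR = 0.940); no gene of the contrast had a smaller FDR. With single animals left out, the logFC of *Ighv1-81* stayed between 0.94 and 1.79 and that of *Ighv14-3* between 2.32 and 2.87. Both are immunoglobulin heavy-chain V segments, and the loss of reads that map equally well to near-identical segments makes their counts uncertain.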

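For CDmetf vs. CD, Table 2 lists 12 genes of the cell adhesion molecules pathway, all of which were higher with metformin (median logFC 0.69; range 0.52 to 1.31; 6 with an unadjusted p under 0.05), and 8 genes of leukocyte transendothelial migration, likewise all higher (median 0.76; range 0.59 to 1.12; 6 with an unadjusted p under 0.05). The 7 genes that the supplement places in the NF-kappa B signaling pathway for this contrast were all higher with metformin on the control diet, with a median logFC of 0.62 (0.20 to 0.89) and 4 genes at an unadjusted p under 0.05. Like the Table 2 genes, they come from the paper's DEGs on these libraries and are not an independent check.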

The comparison of CDmetf vs. CD revealed 15 immunity-related KEGG pathways enriched, including leukocyte transendothelial migration, NF-kappa B signaling pathway, and the three pathways that were affected by metformin treatment in HFD-fed animals. In total, 98 GO terms were significantly enriched due to the administration of metformin in CD-fed animals with only two terms (adaptive immune response and positive regulation of interferon-gamma production) overlapping with the results of the HFD-fed animal analysis above (**Supplementary Table 4**).

### 3.4 The relationship between host gene expression and gut microbiome in response to metformin treatment

The compositional data of the animal gut microbiome were obtained at the end of the metformin intervention from the same animals and used for the integration with expression levels of DEGs identified in both contrasts reflecting the transcriptional effects of metformin (HFDmetf vs. HFD and CDmetf vs. CD). The correlation analysis of both datasets provided 31 metagenomics features of the highest relevance (VIP > 1) involving two genes from the comparison of HFD-fed animals and 16 genes derived from the contrast of CD-fed animals (**Figure 6**, **Supplementary Tables 6, 7**).

**Figure 6:**
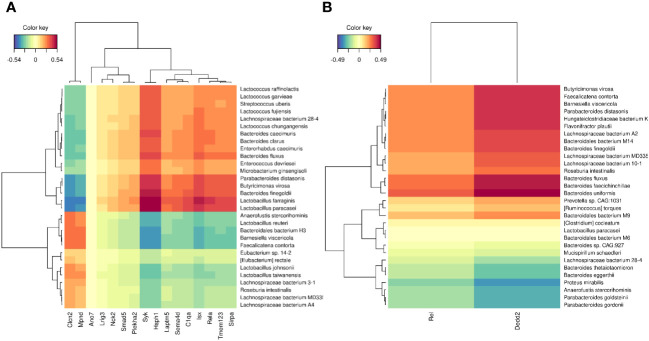
Heatmap of Pearson correlation coefficient representing the relationship between microbiota relative abundance and host intestinal gene expression levels. **(A)** Genes derived from the comparison of CDmetf vs. CD are shown. **(B)** DEGs of the HFDmetf vs. HFD contrast are shown. Up to 30 most discriminative features of both datasets are included according to the partial least squares discriminant analysis. Hierarchical clustering is applied to the genes and taxonomies according to the expression levels and abundance, respectively.

## 4 Discussion

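The paper's methods name limma-voom. Fitted without sample quality weights on the same filtered counts and design, limma-voom gave 0 genes under the FDR threshold in each contrast. An unadjusted p under 0.05 was reached by 990 genes in HFD vs. CD, 1321 in HFDmetf vs. CDmetf, 1140 in HFDmetf vs. HFD and 865 in CDmetf vs. CD. The smallest Benjamini-Hochberg FDR by limma-voom was 0.0874 (*Flvcr2*), 0.290 (*Cyp4a10*), 0.588 (*Ighv1-7*) and 0.750 (*Ighv1-53*) in that order; *Flvcr2* and *Ighv1-53* were named after their values were seen. Sample quality weights, added after seeing the data, gave 465, 42, 392 and 12 DEGs with the contrast as a coefficient of the design. As many were found in 1, 5, 3 and 8 of 32 splits that exchange group labels within pairs, the real split included. The paper's methods do not name such weights. With this weighted fit, the median absolute difference from the paper's logFC over its listed genes was 0.000969, 0.000834, 0.00225 and 0.00118. Without weights it was 0.21, 0.12, 0.359 and 0.141. These values argue against a fit without weights as the source of the paper's logFC values. The weighted fit did not give the paper's DEG counts, so how its FDR values were formed is open. In a principal component analysis of log2 CPM, the first component held 24.1% and the second 13.4% of the variance between the 24 libraries.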

Our data show a significant impact of metformin and a more prominent effect of the diet on the intestinal tissue gene expression profiles. Moreover, we report a property of metformin to modify the intestinal transcriptional effects of the diet with altered fat content and highlight the modulatory effect of the drug on mucosal immunity in both HFD- and CD-fed animals. 

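The immune cell content of the tissue pieces was followed with 14 B-cell marker genes fixed before the data were examined (among them *Ms4a1*, *Cd22*, *Pax5*, *Cr2* and *Cd79b*). All 14 were higher in HFD vs. CD (median logFC 1.76) and in CDmetf vs. CD (2.10), and all 14 were lower in HFDmetf vs. CDmetf (−2.42) and in HFDmetf vs. HFD (−2.09). These genes rise and fall together from animal to animal, and edgeR's rotation gene set test (fry, two-sided, n = 24 libraries), which allows for that, gave p = 0.129, 0.102, 0.0994 and 0.125 for these contrasts; over the 8 gene set tests fixed before the data were examined, the Benjamini-Hochberg value was 0.172 for each. The mean z-score of the list was higher in 4, 3, 3 and 2 of 6 pairs in the same order (exact permutation p of 0.125 or more in each), so the direction differed between pairs. Without the replicate block the p-values were 0.136, 0.125, 0.118 and 0.128. Adjusted over the list alone, 10, 12, 12 and 13 of the 14 genes had an FDR under 0.05, and adjusted over all genes 0 did. The paper concludes that metformin modifies the transcriptional effects of the diet and modulates mucosal immunity on both diets.

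**Figure D4:**
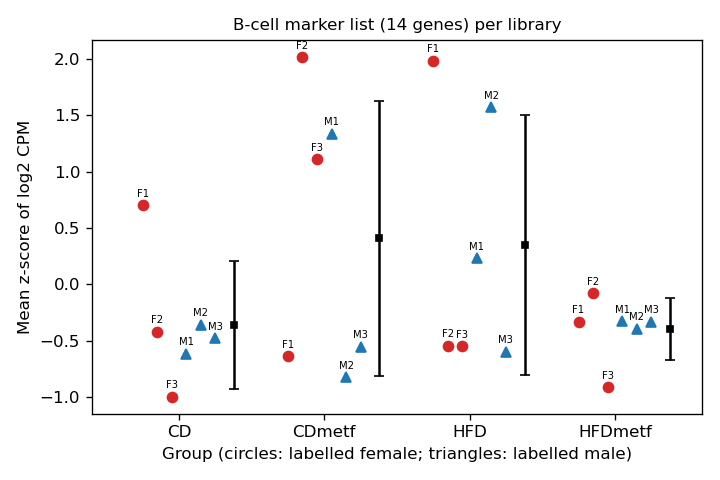
Mean z-score of log2 CPM over the 14 B-cell marker genes for each library by group; circles are libraries labelled female, triangles libraries labelled male, the text beside each point is the animal, and squares with bars are the mean ± SD of the 6 libraries. The SD was 1.22 in the CDmetf and 1.16 in the HFD group, against 0.570 in the CD and 0.276 in the HFDmetf group.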

To the best of our knowledge, this is the first study providing bulk RNA-Seq data of the small intestine obtained from a metformin-treated animal model of obesity and insulin resistance of both sexes *in vivo*.

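*Plk2* (ENSMUSG00000021701, chromosome 13 from 110395046 to 110400844 (plus strand)), encoding polo-like kinase 2, was measured at 13.7 ± 3.33 CPM in the HFDmetf, 12.4 ± 4.62 CPM in the HFD and 9.68 ± 1.64 CPM in the CDmetf group (mean ± SD, n = 6). Its logFC was 0.27 in HFDmetf vs. HFD (SE = 0.201; higher in 5 of 6 pairs) and 0.60 in HFDmetf vs. CDmetf (SE = 0.201; higher in 5 of 6 pairs); HFDmetf M3, at 7.36 CPM, lay below the 13.3 to 16.7 CPM of the other HFDmetf libraries. *Rel* (ENSMUSG00000020275, chromosome 11 from 23736847 to 23770970 (minus strand)), which encodes an NF-kappa B subunit, was measured at 23.6 ± 7.08 CPM in the HFDmetf, 31.2 ± 6.13 CPM in the HFD and 36.0 ± 7.66 CPM in the CDmetf group. It was lower in 4 of 6 pairs of HFDmetf vs. HFD (logFC = −0.35; SE = 0.193) and in 5 of 6 pairs of HFDmetf vs. CDmetf (logFC = −0.53; SE = 0.192). On the control diet *Rel* was higher with metformin in 6 of 6 pairs, with a logFC of 0.48 (SE = 0.189). *Tlr9* (ENSMUSG00000045322, chromosome 9 from 106222598 to 106226883 (plus strand)), a receptor for microbial DNA, was measured at 3.58 ± 1.65 CPM in the HFDmetf, 6.91 ± 6.25 CPM in the HFD and 7.72 ± 5.37 CPM in the CDmetf group. Its logFC was −0.85 in HFDmetf vs. HFD (SE = 0.491) and −0.96 in HFDmetf vs. CDmetf (SE = 0.485), lower in 4 and 5 of 6 pairs; with a B-cell marker score as a covariate the former became 0.027. In CDmetf vs. CD the logFC of *Tlr9* was 0.97 (SE = 0.467), higher in 4 of 6 pairs, and that of *Plk2* was −0.26 (SE = 0.200). For all 3 genes the quasi-likelihood FDR was 0.640 to 0.657 in HFDmetf vs. HFD, 0.582 to 0.636 in HFDmetf vs. CDmetf and 0.940 to 0.958 in CDmetf vs. CD.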

In the comparisons of HFDmetf vs. HFD and HFDmetf vs. CDmetf, a GO term named positive regulation of I-kappa B kinase/NF-kappa B signaling appeared among the significantly enriched ontologies with a notable overlap of ontology-related genes between both contrasts showing the same direction of differential expression (*Plk2*, *Rel*, *Tlr9*). Moreover, the NF-kappa B signaling pathway was significantly enriched in the KEGG pathway analysis, particularly in the comparisons of CDmetf vs. CD and HFDmetf vs. CDmetf, with a conforming direction of up to nine pathway-associated gene expressions. 

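A list of 30 NF-kappa B pathway genes, written before the data were examined and not taken from the paper's DEGs, held the subunits and inhibitors (*Nfkb1*, *Nfkb2*, *Rel*, *Rela*, *Relb*, *Nfkbia* and others), the kinases *Chuk*, *Ikbkb* and *Ikbkg*, and upstream adaptors such as *Myd88* and *Traf6*. In HFDmetf vs. CDmetf 24 of the 30 genes were lower (median logFC −0.22; fry p = 0.0160, n = 24 libraries) and in HFDmetf vs. HFD 25 were lower (median −0.17; p = 0.0579). In CDmetf vs. CD 21 were higher (median 0.11; p = 0.155, n = 24) and in HFD vs. CD 20 were higher (median 0.06; p = 0.405). Adjusted over the 8 gene set tests, these p-values became 0.128, 0.172, 0.177 and 0.405, so that none passed 0.05. In the model without the replicate block they were 0.0217, 0.0636, 0.187 and 0.406. By gene, 6, 1, 2 and 0 members had an unadjusted p under 0.05 in the same order, and 0 had an FDR under 0.05, whether adjusted over the list or over all genes. Of the alternatives, camera with a fixed inter-gene correlation of 0.01 moved the tests most, to a p of 1.94e-06 for HFDmetf vs. CDmetf, 0.000261 for HFDmetf vs. HFD and 0.00691 for CDmetf vs. CD. Camera takes that correlation as given, while fry keeps the correlation of the genes between libraries. The 8 pathway genes that the paper's supplement gives for HFDmetf vs. CDmetf were all lower in that contrast (median −0.47), 4 with an unadjusted p under 0.05. As they come from the paper's DEGs on these libraries, their direction is not an independent check.

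**Figure D5:**
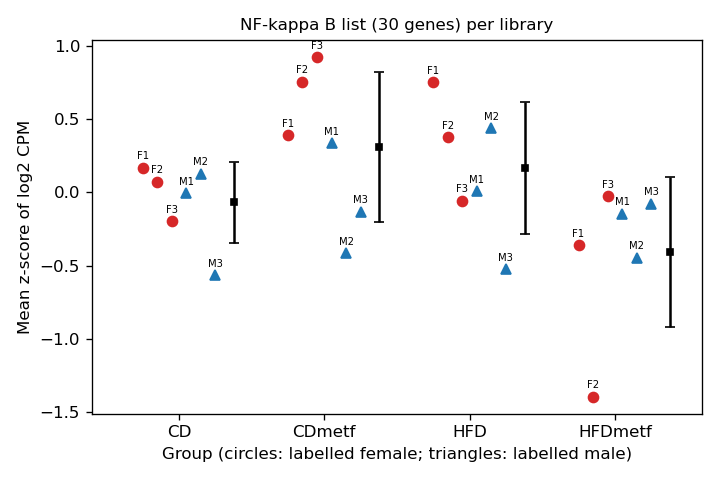
Mean z-score of log2 CPM over the 30 NF-kappa B pathway genes for each library by group; circles are libraries labelled female, triangles libraries labelled male, the text beside each point is the animal, and squares with bars are the mean ± SD of the 6 libraries. HFDmetf F2 is the lowest library at −1.39.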

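The mean z-score of the 30 NF-kappa B pathway genes was −0.0667 ± 0.276 (SD, n = 6) in the CD group, 0.309 ± 0.511 in the CDmetf group, 0.165 ± 0.450 in the HFD group and −0.408 ± 0.511 in the HFDmetf group. Between libraries paired by sex and replicate number, an exact two-sided sign-flip permutation test over 6 pairs cannot give a p under 0.0312. With metformin on the control diet the score rose by 0.376 on average, in 5 of 6 pairs (p = 0.156, exact permutation test), and with metformin on the high-fat diet it changed by −0.573, lower in 4 of 6 pairs (p = 0.188, exact permutation test). Between the diets the score changed by 0.232 without metformin, higher in 6 of 6 pairs (p = 0.0312, exact permutation test), and by −0.718 with metformin, lower in 5 of 6 pairs (p = 0.0938, exact permutation test). All 4 p-values became 0.394 after Benjamini-Hochberg adjustment over the 36 score tests made, an adjustment that a p of 0.0312 can hardly pass. The difference between the metformin effects on the high-fat and the control diet gave p = 0.0237 in the rotation gene set test over all libraries (n = 24), which was not among the 8 list tests fixed before the data were examined (Benjamini-Hochberg value 0.0358 over the 2 tests of this kind and 0.119 over all 10), and p = 0.215 with the B-cell marker score as a covariate.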

Our study indicates the ability of metformin to downregulate the particular pathway in the distal part of the small intestine of healthy mice with an even more prominent effect in the presence of a diet with a relatively high fat content. These data are in line with previous *in-vitro* and *in-vivo* evidence of the ability of metformin to reduce NF-κB activation in the context of breast cancer stem cell growth (28) and to attenuate the hyperglycemia-induced activation of TLR/NF-κB/TNF-α/CXCL1/KC signaling pathway in the skeletal muscle of diabetic rats (29). In addition, correlation analysis of the gut microbiome-derived taxon relative abundance and expression levels of the DEGs appearing in both metformin-related contrasts revealed a positive correlation between two genes, namely, *Rel* and *Rela*, both subunits of NF-kappa B transcription complex (30, 31). The expression of the *Rela* gene correlated with the abundance of two representatives of the *Lactobacillus* genus, namely, *L. farraginis* and *L. paracasei*, both showing increased levels due to metformin treatment in mice before (9) and also with a short-chain fatty acid-producing *Parabacteroides distasonis*, which has been previously linked with metformin-related glucose modulatory effects (32). Meanwhile, the *Rel* gene expression correlated with the levels of *Bacteroides* spp. including *B. uniformis*, which has been associated with improved metabolic and immune functions in obese mice before (33). Since NF-κB family transcriptional factors are among the key regulators of host responses to microbial infection with a crucial role in gut homeostasis (34), our data indicate that the NF-kappa B signaling pathway may be targeted by metformin-induced alterations in the composition of the gut microbiome although substantiation of such a hypothesis should be done by additional studies. We believe that our study provides additional information about the possible molecular targets underlying the negative effect on the NF-κB activation as well as proves the existence of the same concept in the small intestines of mice even with normal weight and insulin sensitivity.

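For primary immunodeficiency, Table 2 gives different genes in each metformin contrast, with only *Tnfrsf13b* in both. Each set comes from the paper's DEGs of its own contrast on these libraries, so the directions do not test the pathway as a whole. Both genes listed for HFDmetf vs. HFD were lower with metformin, at logFC −1.30 and −0.77, each with an unadjusted p under 0.05. All 6 genes listed for CDmetf vs. CD were higher with metformin, with a median logFC of 0.69 (0.52 to 1.77), and 4 had an unadjusted p under 0.05.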

The enrichment of the primary immunodeficiency pathway was observed as a result of metformin treatment in both HFD- and CD-fed animals. Although there is no clinical evidence of the beneficial effect of metformin in primary immunodeficiency diseases reported so far, several studies show that metformin improves B-cell function and antibody production, particularly in type 2 diabetes mellitus patients reversing the hyperglycemia-induced damage (35, 36). Previous studies are not focused on the identification of specific molecular targets triggering improvements in humoral immunity although our data show several potential key genes for this interaction, such as *Blnk* coding for the B-cell linker protein, essential in the B-cell development and B-cell antigen receptor signaling pathway (37), and *Btk* gene coding for Bruton’s tyrosine kinase involved in pre-B-cell receptor signaling, survival of immature B cells in the bone marrow, and the development of peripheral B cells, both representing the primary immunodeficiency pathway (38). 

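*Blnk* (ENSMUSG00000061132) lies on chromosome 19 from 40928927 to 40994535 (minus strand) and was measured at 26.3 ± 5.64 CPM in the CDmetf group and 17.5 ± 3.69 CPM in the CD group (mean ± SD, n = 6), higher with metformin in 6 of 6 pairs (logFC = 0.52; SE = 0.209; quasi-likelihood FDR = 0.940). On the high-fat diet its logFC with metformin was −0.18 (SE = 0.213), less than the standard error, and in HFDmetf vs. CDmetf it was lower in 6 of 6 pairs (logFC = −0.44; SE = 0.211). *Btk* (ENSMUSG00000031264) lies on chromosome X from 134542336 to 134583570 (minus strand) and was lower with metformin on the high-fat diet in 6 of 6 pairs, at 2.13 ± 1.39 CPM against 5.41 ± 3.32 CPM (logFC = −1.30; SE = 0.480; quasi-likelihood FDR = 0.640), with 0 reads in HFDmetf M3. On the control diet it was higher with metformin in 3 of 6 pairs (logFC = 0.73; SE = 0.465). Its logFC of −0.94 in HFDmetf vs. CDmetf (SE = 0.481) changed sign to 0.10 with the B-cell marker score as a covariate.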

The modulatory effect of metformin on humoral immune responses is also supported by the differential expression of the *Tnfrsf13b* gene coding for TNF receptor superfamily member 13B. 

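*Tnfrsf13b* (ENSMUSG00000010142, chromosome 11 from 61126755 to 61149372 (plus strand)) was measured at 3.92 ± 1.82 CPM in the CD, 6.80 ± 3.85 CPM in the CDmetf, 7.55 ± 3.93 CPM in the HFD and 4.18 ± 1.16 CPM in the HFDmetf group (mean ± SD, n = 6). It was lower with metformin on the high-fat diet in 6 of 6 pairs (logFC = −0.77; SE = 0.361; quasi-likelihood FDR = 0.640) and higher with metformin on the control diet in 5 of 6 pairs (logFC = 0.77; SE = 0.347; quasi-likelihood FDR = 0.940). In HFD vs. CD it was higher in 6 of 6 pairs (logFC = 0.91; SE = 0.350).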

The *Tnfrsf13b* human homolog gene is coding for the TACI protein, which is essential in class-switch recombination, plasma cell differentiation, and antibody secretion (39). Interestingly, *tnfrsf13B* also maintains the secretion of intestinal sIgA in a T-cell-independent manner (40). 

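Transcripts of antibody-secreting cells were summarised as the mean z-score of 9 plasma cell genes (*Jchain*, *Mzb1*, *Sdc1*, *Xbp1*, *Irf4*, *Prdm1*, *Tnfrsf17*, *Derl3* and *Fkbp11*). The score was −0.211 ± 0.521 (SD, n = 6) in the CD, 0.255 ± 0.406 in the CDmetf, 0.269 ± 0.270 in the HFD and −0.313 ± 0.597 in the HFDmetf group. With metformin it was lower in 5 of 6 pairs on the high-fat diet (mean difference −0.582; p = 0.0625, exact two-sided permutation test) and higher in 5 of 6 pairs on the control diet (0.465; p = 0.188, exact two-sided permutation test); with 6 pairs this test cannot give a p under 0.0312. Both p-values became 0.394 after Benjamini-Hochberg adjustment over the 36 score tests. Of the 7 plasma cell genes that passed the filter, 3 were higher and 4 lower in HFDmetf vs. HFD (median logFC −0.18). In CDmetf vs. CD all 7 were higher (median 0.21).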

Although our experiment revealed reduced levels of fecal sIgA in metformin-treated animals contrary to observations made in humans before (15), the RNA-Seq data, representing animal-derived transcriptome profiles with *tnfrsf13B* and immunoglobulin heavy-chain variable region coding gene *Ighv1-7* among the top hits, are in line with the previous hypothesis of metformin shifting the intestinal immunoglobulin responses (14). The discrepancies between human and mice data in the observed metformin-transformed sIgA levels may be caused by several overlooked sIgA-modulating factors such as aging itself (41) or another site of metformin action since previous reports show that the number of IgA-positive B cells is reduced due to the HFD in mice particularly in the colon but not in the small intestine (14). Moreover, the clinically relevant metformin dose applied in the particular study (50 mg/kg/day) may not be large enough to initiate drastic changes in IgA secretion.

Another interesting finding was the differential expression of the *Cxcr4* gene, coding for C-X-C Motif Chemokine Receptor 4, responsible for angiogenesis and metastasis of cancer (42) as well as the intestinal epithelial barrier maturation and restitution (43). Moreover, Cxcr4 and IgG-expressing plasma cells are even considered a marker of intestinal inflammation in humans (44). 

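*Cxcr4* (ENSMUSG00000045382) lies on chromosome 1 from 128588199 to 128592293 (minus strand) of GRCm38 and was measured at 3.91 ± 1.94 CPM in the CD group, 7.54 ± 6.05 CPM in the HFD group, 3.52 ± 1.13 CPM in the HFDmetf group and 8.24 ± 6.46 CPM in the CDmetf group (mean ± SD, n = 6 each). Its expression was higher in 5 of 6 pairs of HFD vs. CD (logFC = 0.98; SE = 0.433; quasi-likelihood FDR = 1.00) and lower in 5 of 6 pairs of HFDmetf vs. HFD (logFC = −0.99; SE = 0.445; quasi-likelihood FDR = 0.640). On the control diet metformin went with a higher level in 4 of 6 pairs (logFC = 1.12; SE = 0.428), and HFDmetf vs. CDmetf gave −1.13 (SE = 0.439). The diet by metformin interaction of the gene was −2.11 (SE = 0.615; quasi-likelihood FDR = 0.691). When single animals were left out, the logFC stayed between 0.61 and 1.21 in HFD vs. CD and between −1.23 and −0.66 in HFDmetf vs. HFD.

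**Figure D6:**
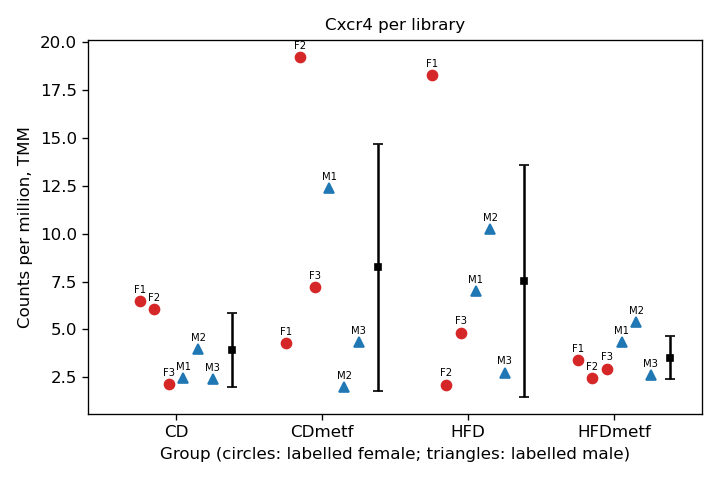
*Cxcr4* in CPM (TMM) for each library by group; circles are libraries labelled female, triangles libraries labelled male, the text beside each point is the animal, and squares with bars are the mean ± SD of the 6 libraries. Single animals of the CDmetf and HFD groups reach 19.2 and 18.3 CPM, while no HFDmetf library is above 5.37 CPM.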

The significant metformin-induced downregulation of the *Cxcr4* gene was observed in HFD-fed animals (logFC = −1.83; FDR = 4.63E−02), while the comparison of HFD vs. CD with no metformin intervention showed upregulation of the gene (logFC = 1.43; FDR = 2.44E−02), suggesting that metformin reverses the HFD-related upregulation of the *Cxcr4* gene. Previous studies show that metformin downregulates the CXCL12/CXCR4 signaling in breast cancer and prostate cancer cell lines (45, 46); nevertheless, no data were supporting this pleiotropic effect of metformin in the small intestine so far.

Several limitations of this experiment should be considered in future studies. 

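Differences between the animals were measured in several ways. Spearman's correlation of gene expression between any 2 of the 24 libraries was 0.885 to 0.987, with a median of 0.945 over 276 pairs. Whether an effect differs between males and females was tested as the difference between the sexes in a model with 8 groups of 3 animals (14402 genes): 0 DEGs were found for HFD vs. CD, HFDmetf vs. CDmetf, HFDmetf vs. HFD and CDmetf vs. CD, with 304, 760, 480 and 750 genes at an unadjusted p under 0.05. In the model without the replicate block, there were 0 DEGs for each and 220, 487, 342 and 522 genes at an unadjusted p under 0.05. DESeq2 gave 2, 44, 4 and 7 DEGs in the same order, and the fit without a low-count filter gave 1, 42, 3 and 8. The smallest FDR by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was 0.161 (*Hlf*, HFDmetf vs. CDmetf) and 0.179 (*G6pc*, CDmetf vs. CD), both genes being named after their values were seen. The sexes are taken as labelled, including the libraries labelled HFD M2 and HFD F2, whose sex-linked transcripts are those of the other sex. Between the replicate numbers, 2315 genes passed an FDR of 0.05 for number 3 vs. 1, 1159 for 3 vs. 2 and 41 for 2 vs. 1 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).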

Firstly, one may consider expanding the number of animals to acquire more robust observations since there was a notable heterogeneity in both phenotypic measures and the observed intestinal transcriptome profiles among the study animals most probably due to several inevitable biases such as increased stress levels in co-housed males and estrous cycle in females. In addition, although both rodent diets contained similar ingredients except for the fat content, using identical food additives such as colorants may reduce the potential bias in the comparisons between both diet-related treatment arms. Exploring other intestinal sections such as the colon may reveal additional molecular targets of metformin, while focusing particularly on isolated Payer’s patches may provide knowledge about the mechanism of interaction between metformin and sIgA. Finally, the absence of hyperglycemia in several study animals of the HFD group restricted the ability to draw strong conclusions about the diabetes-specific effects of the drug.

In summary, the present study provides a complex dataset reflecting both diet- and metformin-induced gene expression alterations in the ileum of C57BL/6N mice showing the overwhelming dominance of the diet fat content-related transcriptional footprint. In addition, our data support the immunomodulatory effect of metformin with significant enrichment of previously described molecular targets of the drug, such as the downregulation of the NF-kappa B signaling pathway in previously unrecognized tissue and a prominent emphasis on the genes involved in gut humoral responses.

## Data availability statement

The data presented in the study are deposited in the Gene Expression Omnibus repository, accession number GSE240206.

## Ethics statement

The animal study was approved by National animal welfare and ethics committee, State Food and Veterinary Service (Approval No. Nr.1.1-13/17/1745). The study was conducted in accordance with the local legislation and institutional requirements.

## Author contributions

MB, LS, and IK performed the animal experiment. MB, LA, and LB performed the sample analysis. MB and IS performed the data analysis and interpretation. MB and LJ drafted the manuscript. JK and IE provided critical revision of the manuscript. MB and IE collaborated in funding acquisition. JK performed supervision and conceptualization of the study. All authors contributed to the article and approved the submitted version.

# Supplementary material for: Metformin targets intestinal immune system signaling pathways in a high-fat diet-induced mouse model of obesity and insulin resistance
**Source:** Front Endocrinol (Lausanne). 2023 Sep 19;14:1232143. doi: 10.3389/fendo.2023.1232143
**Supplement:** Supplementary file 8

## *Supplementary Figures*

# **Metformin Targets Intestinal Immune System Signaling Pathways in High-Fat Diet-Induced Type 2 Diabetes Mouse Model of Obesity and Insulin Resistance**

**Monta Brīvība<sup>1\*</sup>, Laila Silamiķele<sup>1</sup>, Ineta Kalniņa<sup>1</sup>, Ivars Silamiķelis<sup>1</sup>, Līga Birzniece<sup>1</sup>, Laura Ansone<sup>1</sup>, Lauma Jagare<sup>1</sup>, Ilze Elbere<sup>1</sup>, Jānis Kloviņš<sup>1</sup>**

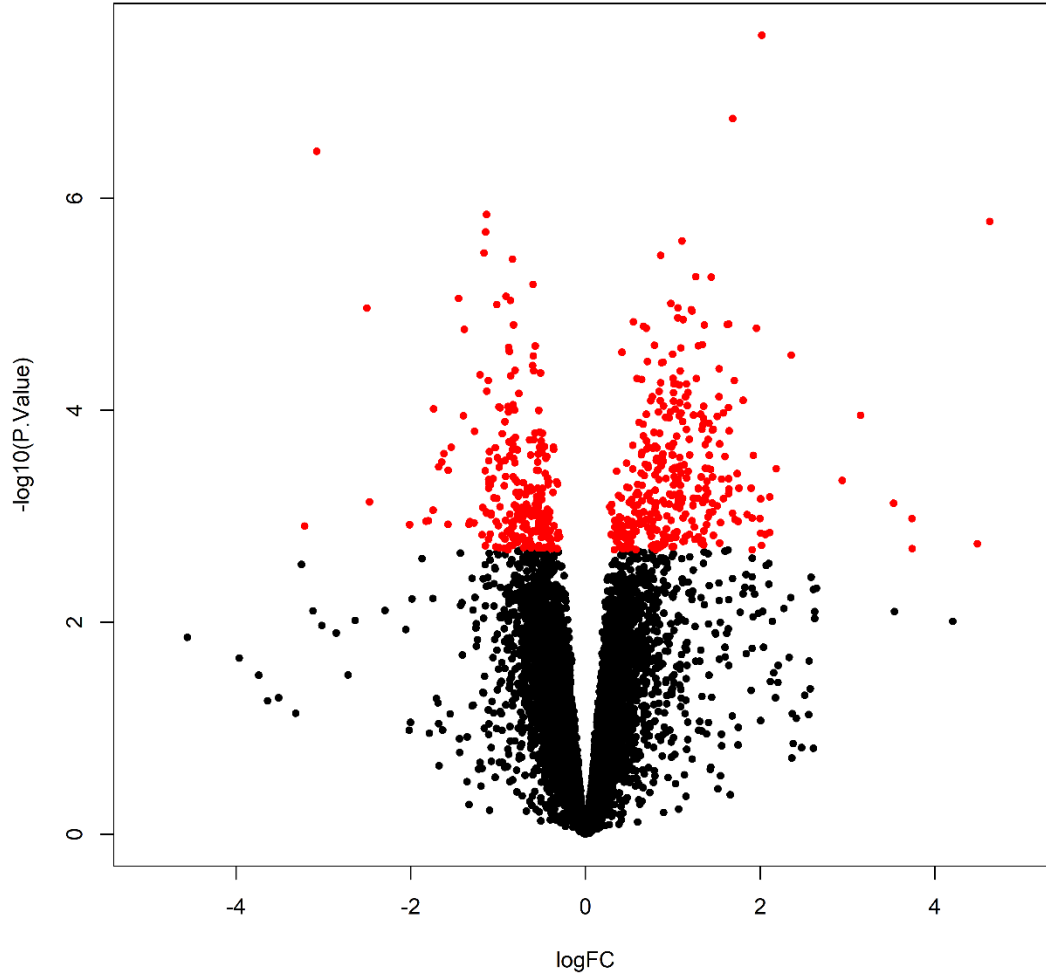

**Supplementary Figure 1. Volcano plot showing the distribution of gene expression comparing high-fat diet-fed animals with control diet-fed animals and no therapeutic intervention.**

Statistical significance versus log2 fold change is plotted on the y and x axes, respectively. The significant DEGs (FDR < 0.05) are shown as red dots, and black dots correspond to genes with nonsignificant alterations in the expression levels.

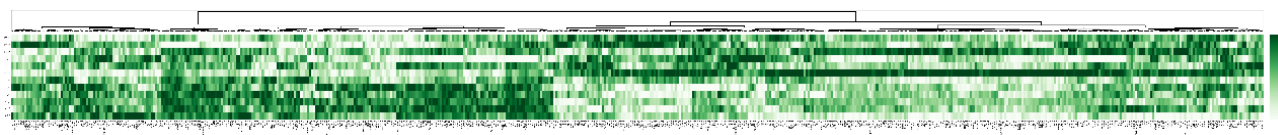

**Supplementary Figure 2. Heat map and hierarchical clustering of 585 DEGs identified comparing high-fat diet-fed animals with control diet-fed animals and no therapeutic intervention.** Each row corresponds to one animal and each column represents a DEG. Normalized sequence read counts were rescaled to lie in the range [0,1] and further used to estimate the difference between the gene expression levels in both experimental groups. DEGs with analogous expression values were clustered at the column level.

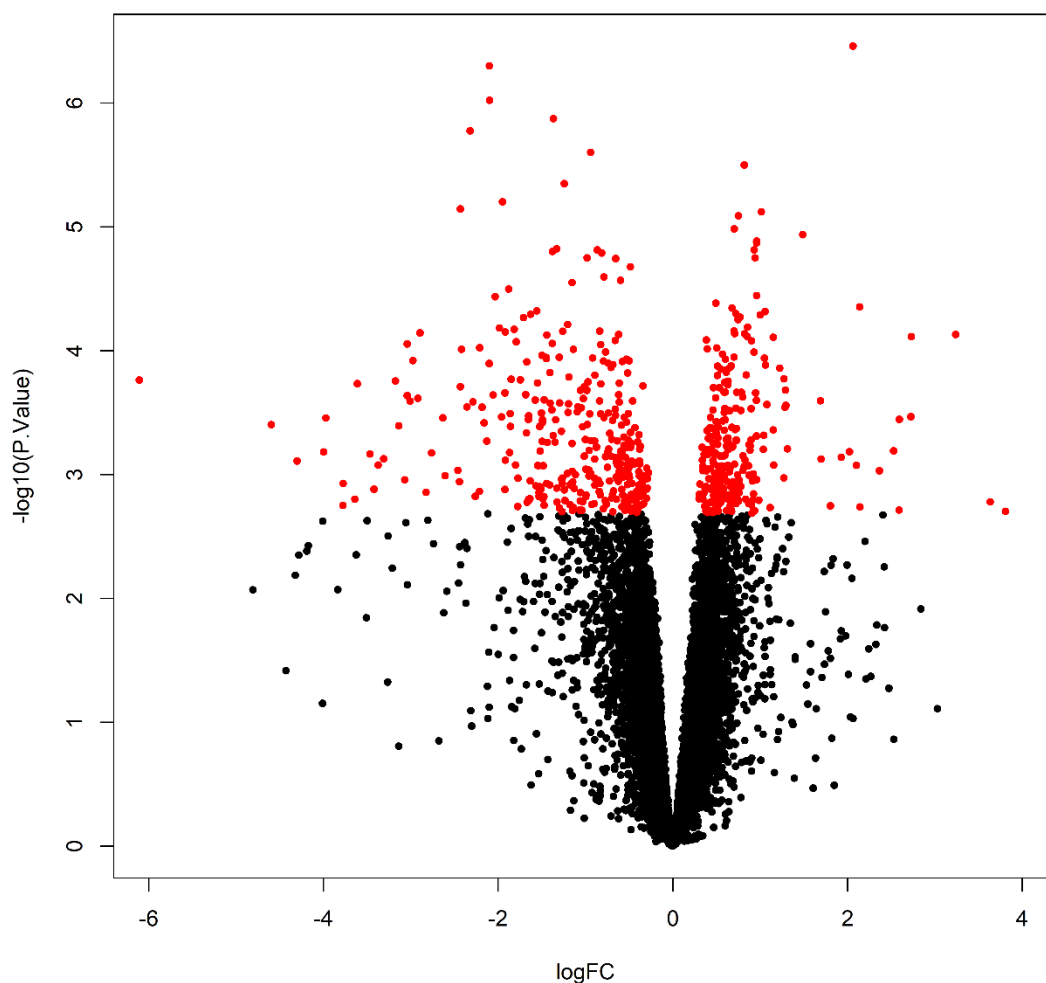

**Supplementary Figure 3. Volcano plot showing the distribution of gene expression comparing high-fat diet-fed animals with control diet-fed animals both receiving metformin.** Statistical significance versus log2 fold change is plotted on the y and x axes, respectively. The significant DEGs ( $FDR < 0.05$ ) are shown as red dots, and black dots correspond to genes with nonsignificant alterations in the expression levels.

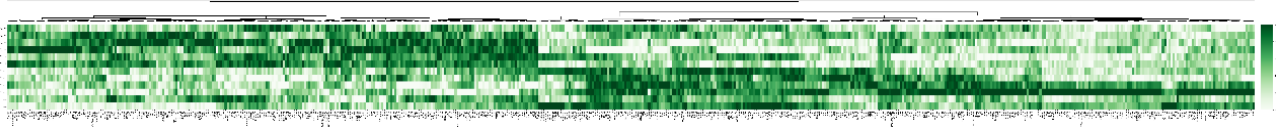

**Supplementary Figure 4. Heat map and hierarchical clustering of 580 DEGs identified comparing high-fat diet-fed animals with control diet-fed animals both receiving metformin.** Each row corresponds to one animal and each column represents a DEG. Normalized sequence read counts were rescaled to lie in the range [0,1] and further used to estimate the difference between the gene expression levels in both experimental groups. DEGs with analogous expression values were clustered at the column level.

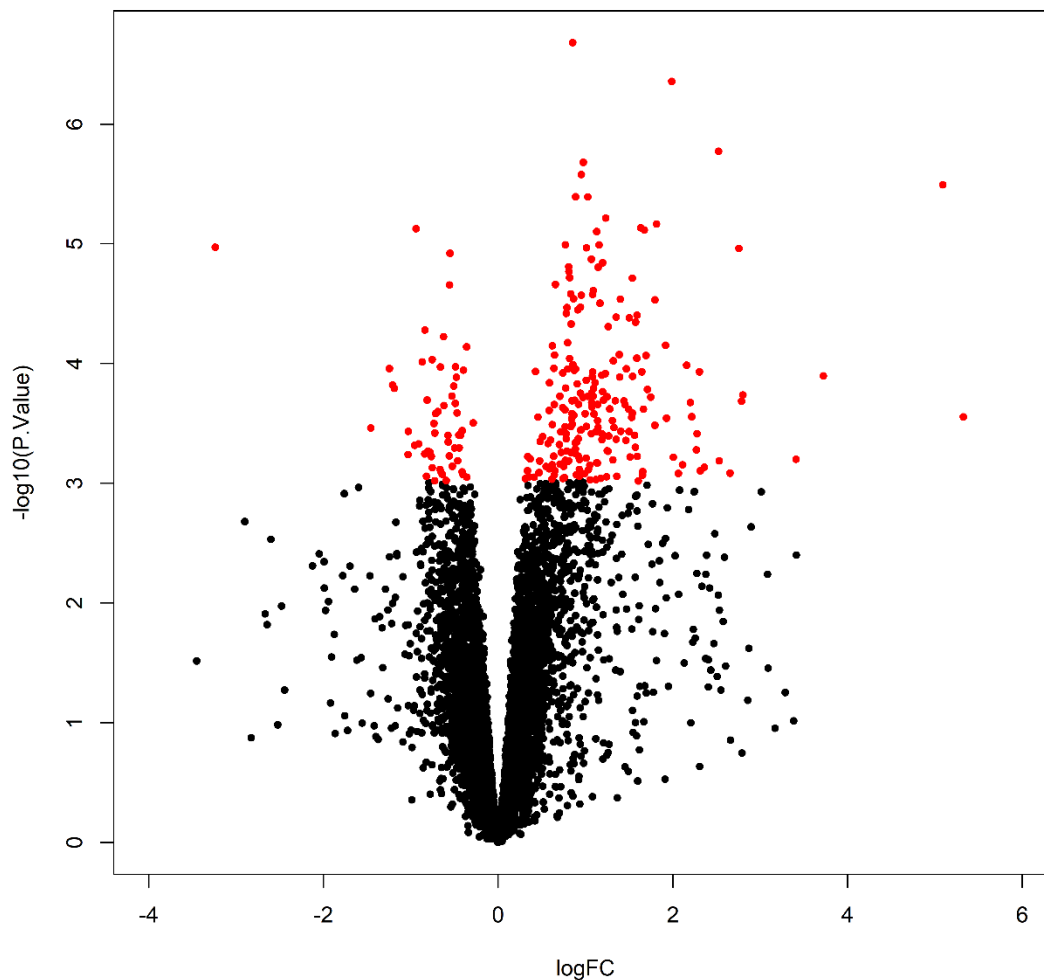

**Supplementary Figure 5. Volcano plot showing the distribution of gene expression comparing control diet-fed animals receiving metformin with control diet-fed animals not receiving metformin.** Statistical significance versus log2 fold change is plotted on the y and x axes, respectively. The significant DEGs (FDR < 0.05) are shown as red dots, and black dots correspond to genes with nonsignificant alterations in the expression levels.

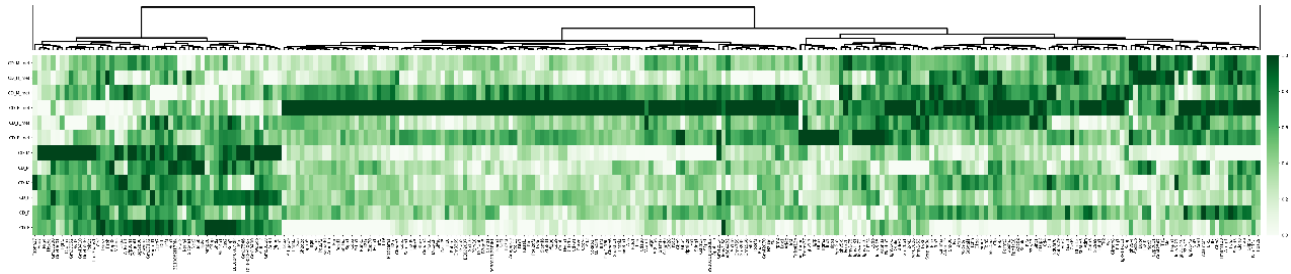

**Supplementary Figure 6. Heat map and hierarchical clustering of 271 DEGs identified comparing control diet-fed animals receiving metformin with control diet-fed animals not receiving metformin.** Each row corresponds to one animal and each column represents a DEG. Normalized sequence read counts were rescaled to lie in the range [0,1] and further used to estimate the difference between the gene expression levels in both experimental groups. DEGs with analogous expression values were clustered at the column level.

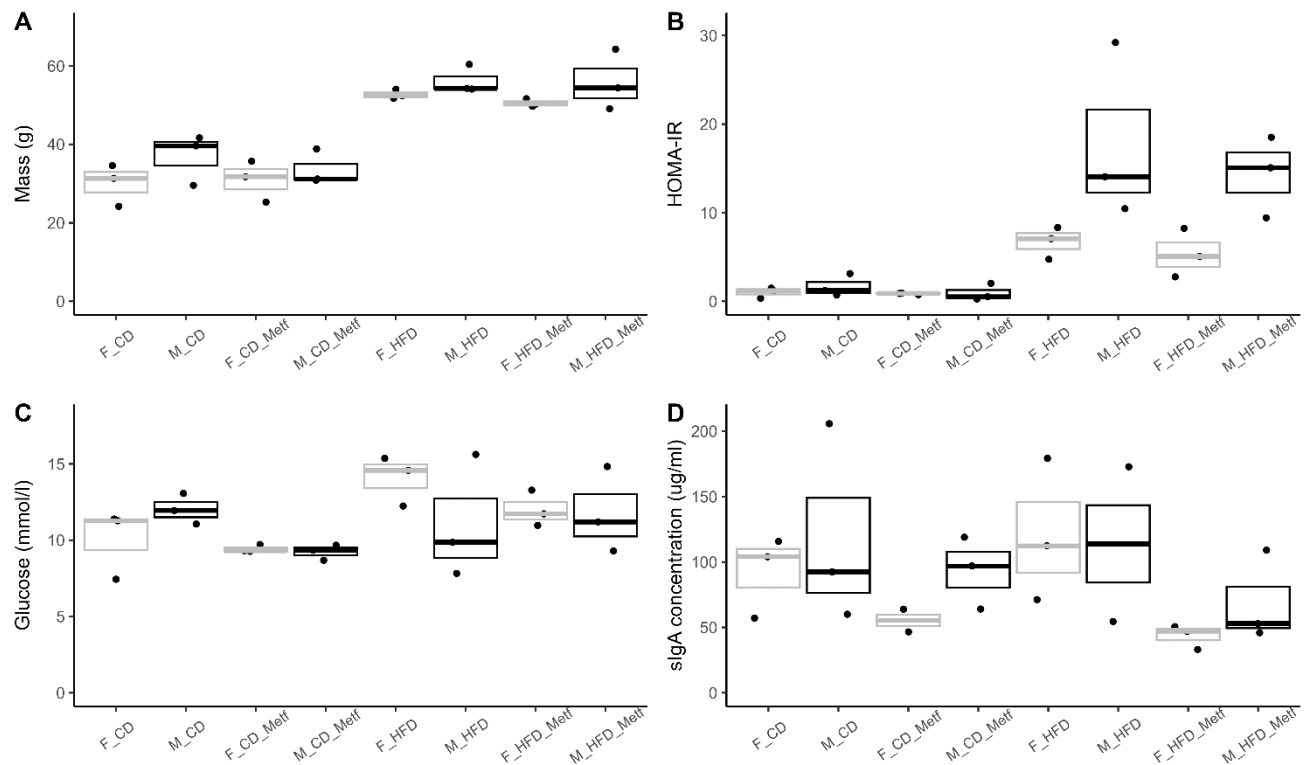

**Supplementary Figure 7. Jitter plots representing the phenotypic differences among animals of different treatment arms at the end of the study stratified by sex.** Four different measurements are shown: **(A)** body mass, **(B)** Homeostatic Model Assessment for Insulin Resistance, **(C)** blood glucose levels, and **(D)** Secretory IgA levels. Each dot represents a single measurement for each animal with grey crossbars indicating the median and IQR of female animals of the corresponding experimental group, while the black crossbars show the median and IQR of male animals of the corresponding experimental group. F\_CD: control diet-fed female animals; F\_CD\_Metf: control diet-fed female animals receiving metformin; F\_HFD: high-fat diet-fed female animals; F\_HFD\_Metf: high-fat diet-fed female animals receiving metformin, M\_CD: control diet-fed male animals; M\_CD\_Metf: control diet-fed male animals receiving metformin; M\_HFD: high-fat diet-fed male animals; M\_HFD\_Metf: high-fat diet-fed male animals receiving metformin, IQR: interquartile range.

How the deposited data were processed for this re-analysis (not part of the article)

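Gene expression was measured by RNA sequencing of 1 library per animal from the distal small intestine of 24 C57BL/6N mice in 4 groups of 6 (3 males and 3 females each): control diet (CD, 10% of energy from fat), CD with metformin (CDmetf), high-fat diet (HFD, 60% of energy from fat) and HFD with metformin (HFDmetf). Metformin was given at 50 mg/kg/day for 10 weeks after 20 weeks on the diet. Samples were assigned to groups, sexes and replicate numbers from the labels of the samples, read against the description of the groups in the paper.

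The authors deposited a table of raw read counts per gene. By the paper's methods, the authors trimmed the reads with Trimmomatic 0.39 (window 5, quality 25, minimum length 30 bp) and mapped and counted them with STAR 2.5.3a on GRCm38. The annotation release and the strand used for counting are not named in the paper's text. Counts of overlapping and antisense genes are therefore uncertain. So are those of near-identical copies such as the immunoglobulin V segments, since reads that map equally well to several copies are not counted. The table holds 55536 genes and 24 columns, each matched to 1 animal by its label, with 0 columns of other samples. The first lines of the table give unmapped reads, reads mapped to several places, reads outside genes and ambiguous reads; these were used only for the totals of reads per library.

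From the counts, differential expression was computed in R 4.3.3 with edgeR 4.0.16. Genes were filtered with filterByExpr (14076 genes kept) and libraries normalized with TMM. A quasi-likelihood model was fitted to all 24 libraries with group, sex and replicate number as terms, 17 residual degrees of freedom, and Benjamini-Hochberg adjustment over the genes tested with a threshold of 0.05. The contrasts were HFD vs. CD, HFDmetf vs. CDmetf, HFDmetf vs. HFD and CDmetf vs. CD, together with the diet by metformin interaction and, in a model with 8 groups of 3 animals and 14402 genes, the difference of each contrast between males and females. The replicate number was used as the block because the paper describes a randomized block design and uses the animals' sex and the sequencing block as covariates; the pairing of libraries comes from the replicate numbers 1 to 3 in the sample labels, and pairs are libraries of the same sex and number in different groups. Whether these numbers are the blocks of the experiment is not stated. The sexes of the pairs are those of the labels, including for HFD M2 and HFD F2, whose sex-linked transcripts are those of the other sex. Expression values are counts scaled by the TMM-normalized library sizes (CPM); scores are mean z-scores of log2 CPM (prior count 1) over the genes of a list.

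A list of 30 NF-kappa B pathway genes and a list of 14 B-cell marker genes were tested with fry, edgeR's rotation gene set test, two-sided and with direction. Scores of these and other marker lists were compared between paired libraries with exact sign-flip permutation tests, and other comparisons of single values used exact tests or 100000 permutations. As a check of the result against other groupings, each contrast was recomputed for all 32 ways of exchanging the group labels within pairs, counting each exchange and its mirror image as 1, and the interaction for 100 ways drawn at random. For the differences between the sexes, the sex labels were exchanged within pairs of the same group and replicate number.

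Every script that tests many genes was tested on simulated data with the means, library sizes and variability of these libraries and 200 genes changed by a known amount. With a log2 change of 1, edgeR's quasi-likelihood test called 61.5% of the changed genes, and 3.91% of its calls were unchanged genes (13692 genes tested); with a log2 change of 2 it called 89.5% (4.28% unchanged, 13846 genes tested), and with 3 it called 97.5% (6.25% unchanged, 13724 genes tested). For the difference between the sexes, 51.5% of the genes changed by 2 were called. With lists of 30 genes changed by a log2 value of 1, fry gave a p under 0.05 for 20 of 20 changed lists and 6 of 100 unchanged lists. On the same simulated lists, camera gave 20 of 20 and 1 of 100. The simulated genes were drawn independently, so these counts do not show how either test behaves on genes that rise and fall together.

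Before the data were examined, the sample mapping, the tests and their designs, the gene lists, the rule for the genes named in the text and a set of alternatives were fixed. The alternatives were limma-voom (limma 3.58.1), DESeq2 1.42.0, RLE normalization, no filter on low counts (at least 1 count in any sample), at least 10 counts in every sample, no replicate block, only the 12 samples compared, robust quasi-likelihood, removal of the 432 immunoglobulin segments, a B-cell marker score as a covariate, camera with an inter-gene correlation of 0.01 for the gene lists, and leaving out each of the 24 animals in turn. The tests of the interaction for the gene lists were not among those fixed. Further settings were added after seeing the data: limma-voom with sample quality weights in several forms, fits without CD M3 or without the libraries labelled HFD M2 and HFD F2, no sex term, and a term for 5 libraries of replicate number 3 in place of the replicate number. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

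The genes named in the text are every gene that the paper's results or discussion names or that Table 1 lists, the genes of the pathways in Table 2 and of the NF-kappa B entries in Supplementary Tables 2 to 4 as groups, the 2 genes with the smallest adjusted p-value in each direction of each contrast among those past the threshold (none passed it), *Xist* and the Y-linked *Ddx3y*, *Kdm5d*, *Eif2s3y* and *Uty*, and the members of the gene lists as groups, of which only examples are named. Any other gene is named with the remark that it was chosen after its values were seen.

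Reads on genes ranged from 1829690 to 40606442 per library, and 3 counts, the floor used here, corresponded to 0.0730 to 1.48 CPM. Such floors cover counting error only, since PCR copies are not independent molecules. No library was left out of the reported values. The pathway enrichment of the paper was not recomputed, and the body measurements, blood and microbiota data are not analysed here.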

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

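Of the tests in this part, the test for a mixed sample in the libraries labelled HFD M2 and HFD F2, the test of depth behind the *Cyp4a10* value of HFD M2, and the splits of the samples for the metformin effect on the gene lists were chosen only after the result was seen.

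Single libraries far from the others of their group were searched with Dixon's gap ratio at its 95% critical value for 6 libraries over 45 measures, 17 of them library measures or scores and 28 single genes. Of 180 groups tested, 20 passed (11.1%), where about 1 in 20 passes by chance, so a share of the values below is what chance gives.

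The composition of CD M3 stood apart. Its 10 largest genes took 85.4% of the counts (11.0% to 14.5% in the other CD libraries), 25.1% of its counts fell on protein-coding genes (88.9% to 95.8%), and its TMM factor was 0.189 (1.05 to 1.09). The genes behind this were *CT010467.1* (34.6% of the counts), *Gm23935* (30.5%) and *Lars2* (10.7%), named after their values were seen. HFDmetf F2 had 36.6% of counts in its 10 largest genes (10.1% to 16.7% in the other HFDmetf libraries) and 64.5% on protein-coding genes (87.8% to 96.2%), with 17.5% on *Gm23935*, 8.49% on *CT010467.1* and 1.13% on *Lars2*. A few genes taking most of the counts was tested as the explanation of the low protein-coding share: without *CT010467.1*, *Gm23935*, *Lars2* and *Gm26917*, the share rose to 62.1% in CD M3, below the 95.5% to 97.4% of the other CD libraries, and to 92.4% in HFDmetf F2, below the 93.8% to 97.6% of the other HFDmetf libraries. Without the 10 largest genes of the library, a test added after these values were seen, the share was 95.9% in CD M3 (97.1% to 97.8% in the other CD libraries) and 94.2% in HFDmetf F2 (96.1% to 97.7% in the other HFDmetf libraries), so the gap left in CD M3 by the first test came mostly from the choice of 4 genes, and a small gap remains in both. The design gives no condition that sets 1 animal apart, so no biological explanation was tested.

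The sex-linked transcripts of the libraries labelled HFD M2 and HFD F2 were those of the other sex. HFD M2 had 3355 *Xist* reads and 0 Y-linked reads, where the other libraries labelled male had at most 6 *Xist* reads and at least 470 Y-linked reads. HFD F2 had 1 *Xist* read and 423 Y-linked reads, where the other libraries labelled female had at least 2634 and at most 2. Exchanged sample labels were tested with 4 X-linked genes that escape inactivation. Their score was higher by 0.837 in HFD M2 than in HFD F2 (0.307 against −0.529), the direction that separates the other 11 females from the other 11 males (difference 1.38; two-sided permutation p = 4e-05). A mixed sample was tested by counting which of these libraries holds reads of both kinds above the level of the other sex, and the count was 0. This count follows from the reads given above and is no separate evidence. The values are consistent with an exchange of these labels, or of the animals' recorded sexes, and the data do not tell these apart. No biological explanation was tested.

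The library labelled HFD M2 also stood apart in diet-related genes, with 0 reads of *Cyp4a10* (1.42 to 4.31 CPM in the other HFD libraries) and 1.28 CPM of *Acaa1b* (5.49 to 7.88 CPM). Library depth was tested as the explanation: from the lowest of the other HFD libraries 4.44 *Cyp4a10* reads would be found at its depth, and 0 reads then has a probability of 0.0118 (Poisson). A mislabelled sample was tested with a score over the 50 genes that differed most between the other HFD and CD libraries. HFD M2 had a score of −1.30, within the range of the CD libraries (−1.91 to 0.43) and below the other HFD libraries (−1.08 to 1.53), although only by a margin smaller than the spread of either group. The other libraries HFD F3 (−1.08), HFD M3 (−0.572) and HFD F2 (0.193) lie within the CD range too, so the score does not tell a mislabelled sample from a low response of 1 animal. In the CD group, CD F1 had 0.164 CPM of *Cyp4a10*, which is below its floor of 0.246 CPM, so that the gap to the other CD libraries is not detectable at this depth.

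Further libraries stood apart in a single measure. For scores of marker lists these were HFDmetf F2 in the NF-kappa B score (−1.39, others −0.446 to −0.0244), HFDmetf M2 in the T-cell score (−1.22, others −0.472 to −0.0562), CD M1 in the smooth muscle score (−1.29, others 0.148 to 0.655) and HFD M3 in the score of distal intestine markers (−2.22, others −0.172 to 0.745). For single genes these were *Ighv1-7* in HFD F2 (15.2 CPM, others 0.292 to 1.32), *Plk2* in HFDmetf M3 (7.36 CPM, others 13.3 to 16.7), *Rela* in CD F3 (25.5 CPM, others 36.3 to 42.5) and *Ighv1-58* in CD F3 (19.6 CPM, others 0.652 to 2.29). For genes with 0 reads in 1 library, library depth was tested from the lowest of the other libraries (Poisson probability of 0 reads). It was 0.0246 for *Btk* in HFDmetf M3 (others 1.61 to 4.17 CPM), 0.0486 for *Ly6d* in HFDmetf F2 (others 1.49 to 3.47 CPM), 9.35e-06 for *Ighv5-16* in CDmetf M2 (others 3.30 to 26.3 CPM) and 3.87e-06 for *Ighv9-4* in CDmetf F2 (others 3.63 to 28.4 CPM). These probabilities cover counting error only, and the genes were picked for their 0 reads out of the 180 groups searched, so those of *Btk* and *Ly6d* do not exclude depth. Those of the V segments are far smaller; no other explanation of them was tested.

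The metformin effect on both gene lists was compared between the diets in 2 tests that were not among the tests fixed before the data were examined. For the NF-kappa B list the difference (metformin effect on the high-fat minus that on the control diet) gave a fry p of 0.0237, and for the B-cell marker list 0.0358 (n = 24 libraries; 0.0358 for both after Benjamini-Hochberg adjustment over these 2 tests, and 0.119 for both over all 10 tests of the lists). On the high-fat diet 25 of 30 NF-kappa B genes and 14 of 14 B-cell markers were lower with metformin (median logFC −0.17 and −2.09), and on the control diet 21 of 30 and 14 of 14 were higher (0.11 and 2.10). Of 100 splits of the samples drawn, the real one included, 4 gave as small a p for the NF-kappa B list and 2 for the B-cell marker list. Lymphoid content of the tissue piece was tested as an explanation of the NF-kappa B difference: with the B-cell marker score as a covariate its p was 0.215, so the NF-kappa B difference cannot be told apart from a difference in the number of lymphoid cells sampled. For the B-cell score itself, the interaction was −1.51 with a permutation p of 0.0529. Library depth was tested by adding log10 reads on genes as a covariate: the score differences were 0.788 in HFD vs. CD, −0.715 in HFDmetf vs. CDmetf, −0.665 in HFDmetf vs. HFD and 0.838 in CDmetf vs. CD with it, and 0.711, −0.804, −0.746 and 0.769 without it. The differences changed little, but no difference in depth between the groups was shown either, so this covariate could hardly change them, and an effect of depth is not excluded. A candidate explanation is that metformin changes the number of B cells in opposite directions on the 2 diets; another is that pieces of intestine with more or fewer lymphoid follicles were taken, which no measure here separates from it.

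Genes that differ between the replicate numbers are data the paper does not report. With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, 2315 genes passed 0.05 for number 3 vs. 1 (1391 higher and 924 lower, 2136 of them protein coding, with all 8 mitochondrial genes among them higher), 1159 for 3 vs. 2 (611 higher and 548 lower) and 41 for 2 vs. 1 (30 higher and 11 lower). The median depth was 7223594 reads for number 1, 2799886 for number 2 and 24550180.5 for number 3. Library depth was tested as the explanation by adding log10 reads on genes as a covariate, with which 1198 genes passed for 3 vs. 1 (3577 at an unadjusted p under 0.05). Whether these are among the 2315 was not counted, so depth is not excluded as a part of these differences. The 8 libraries of number 3 did not lie together in the principal components: CD F3, CDmetf F3, CDmetf M3, HFD F3 and HFDmetf F3 had values of 36.6 to 56.1 on component 2, while CD M3, HFD M3 and HFDmetf M3 had −30.0 to −21.9 and the libraries of numbers 1 and 2 had −28.6 to 12.3. The genes therefore cannot be assigned to the number as a whole, and no other explanation was tested.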

How the results depend on the processing

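The alternatives are those listed in the processing summary, and those with sample quality weights, without CD M3, without the libraries labelled HFD M2 and HFD F2, without the sex term or with 5 libraries of replicate number 3 as a term were chosen after seeing the data, as was leaving out single animals in the tests of the sexes. No cause of a change was tested unless a cause is named.

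The count of 0 DEGs held in HFDmetf vs. CDmetf and HFDmetf vs. HFD under all 10 alternatives other than leaving out animals (766 to 2079 and 532 to 1773 genes at an unadjusted p under 0.05). In HFD vs. CD the count was 0 to 13 (428 to 1390 at an unadjusted p under 0.05), in CDmetf vs. CD 0 to 4 (393 to 1690) and in the interaction 0 to 4 (470 to 1925). The exception was DESeq2, with 13, 4 and 4 DEGs. Besides genes of the paper's lists it called *Xist*, *Lars2*, *Gm15564*, *Igkv4-90* and *Igkv6-32* in HFD vs. CD and *Lars2*, *Gm15564* and *CT010467.1* in CDmetf vs. CD, and in the interaction *Lars2*, *Gm15564*, *Clu* and *Ighv1-75* (all but *Xist* named after their values were seen). *Lars2* and *CT010467.1* are among the genes that took most of the counts of CD M3, and *Xist* is affected by the sex labels of HFD M2 and HFD F2; the cause was not tested. Across the 24 fits that each left out 1 animal, the count was 0 to 1 in HFD vs. CD (480 to 1211 at an unadjusted p under 0.05; the 1 gene was *Ighv1-47*, without CD F1, and is named after its value was seen) and 0 to 0 in HFDmetf vs. CDmetf (695 to 1627), HFDmetf vs. HFD (401 to 2331), CDmetf vs. CD (499 to 911) and the interaction (591 to 1258). No replicate block left 0 DEGs in each contrast.

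Sample quality weights moved these counts most. With the contrast tested as a coefficient of the design there were 465 DEGs in HFD vs. CD, 42 in HFDmetf vs. CDmetf, 392 in HFDmetf vs. HFD, 12 in CDmetf vs. CD and 518 in the interaction. In the same order, contrasts formed from group means gave 1428, 907, 2538, 37 and 971, a design with CD as reference 465, 709, 523, 12 and 604, a diet by therapy design 465, 745, 416, 12 and 518, group means with robust empirical Bayes 1391, 853, 2509, 35 and 974, weights estimated once 1477, 862, 2443, 47 and 976, and weights without CD M3 333, 43, 328, 4 and 487. Among these forms with the replicate block on all 24 libraries and no covariate, HFDmetf vs. CDmetf ranged from 42 to 907 DEGs. With a score as a covariate in the coefficient form it ranged from 0 (B-cell marker score) to 1370 (proximal intestine score). With weights and no replicate block there were 5, 0, 0, 0 and 0 DEGs (1965, 2162, 2810, 1062 and 1749 genes at an unadjusted p under 0.05), and limma-voom without CD M3 gave 1. In simulated data with noise raised in libraries of low weight, the unchanged genes among the calls at log2 changes of 1, 2 and 3 (13753, 13747 and 13761 genes tested) were 30.9%, 23.6% and 24.7% from group means, 12.1%, 7.04% and 5.94% from the coefficient, 13.4%, 8.85% and 9.22% with limma-voom and 5.79%, 2.79% and 3.57% with edgeR's quasi-likelihood test. With the noise as estimated (13692, 13846 and 13724 genes tested) they were 14.0%, 12.1% and 11.5% from group means, 7.91%, 8.21% and 9.09% from the coefficient, 23.2%, 21.0% and 22.2% with limma-voom and 3.91%, 4.28% and 6.25% with edgeR. DESeq2 had 15.3% with raised noise and 18.5% as estimated at a change of 1. Of the genes changed by 1, group means, coefficient, limma-voom and edgeR called 81.5%, 72.5%, 68% and 57% with raised noise. As estimated, they called 67.5%, 64%, 71% and 61.5%.

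For differences between the sexes, DESeq2 gave 2 DEGs for HFD vs. CD, 44 for HFDmetf vs. CDmetf, 4 for HFDmetf vs. HFD and 7 for CDmetf vs. CD, and no low-count filter gave 1, 42, 3 and 8, where the reported count is 0 for each; the cause was not tested. Without the libraries labelled HFD M2 and HFD F2 there was 1 for HFDmetf vs. CDmetf. When single animals were left out the counts were 0 to 1, 0 to 10, 0 to 0 and 0 to 1 in the same order (162 to 574, 478 to 1512, 320 to 870 and 468 to 1288 genes at an unadjusted p under 0.05).

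The gene lists depended on the test used. For the NF-kappa B list, p in HFDmetf vs. CDmetf rose to 0.0534 with only the 12 samples compared; in HFDmetf vs. HFD it fell to 0.0411 with RLE normalization and to 0.000261 with camera, and camera gave 0.00691 in CDmetf vs. CD. With the B-cell marker score as a covariate its fry p (n = 24) was 0.830 in HFD vs. CD, 0.107 in HFDmetf vs. CDmetf, 0.136 in HFDmetf vs. HFD and 0.727 in CDmetf vs. CD. For the B-cell marker list, camera gave 2.22e-06 in HFD vs. CD, 5.84e-06 in HFDmetf vs. CDmetf, 3.11e-05 in HFDmetf vs. HFD and 6.04e-07 in CDmetf vs. CD. Camera takes a fixed inter-gene correlation of 0.01, while fry keeps the correlation of the genes; the markers rise and fall together between animals. With single animals left out, p was 0.203 to 0.565, 0.00262 to 0.0672, 0.0103 to 0.122 and 0.113 to 0.509 for the NF-kappa B list in HFD vs. CD, HFDmetf vs. CDmetf, HFDmetf vs. HFD and CDmetf vs. CD, and 0.0568 to 0.353, 0.0304 to 0.265, 0.0540 to 0.306 and 0.0311 to 0.287 for the B-cell marker list.

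Of the 57 logFC values of named genes, 10 changes of sign occurred under the alternatives set before the data were examined and 1854 values kept direction and side of the threshold. With the B-cell marker score as a covariate the logFC of *Btk* in HFDmetf vs. CDmetf became 0.10, that of *Tlr9* in HFDmetf vs. HFD 0.027 and that of *Ifi209* in CDmetf vs. CD −0.042, so that their changes are not separable from B-cell content. *Ighv1-58* in CDmetf vs. CD became 0.21 with DESeq2 and 0.057 with only the 12 samples compared, and ranged from −1.23 to 1.08 over the fits without single animals. There were 3 values that passed the threshold under an alternative set before the data were examined and 267 under the settings added later, nearly all with sample quality weights.

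Depth limits the low genes. In HFDmetf F2 a gene below 1.48 CPM has fewer than 3 reads, and *Cyp4a10* was at or under this floor in all CD libraries, so its increase is only a lower bound (at least 4.74-fold in HFD vs. CD and at least 2.87-fold in CDmetf vs. CD, where 3 of 6 libraries were over the floor and the mean rests on CDmetf F1 at 7.92 CPM).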

Differences from the paper's values

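The paper reports 585 DEGs in HFD vs. CD (332 upregulated and 253 downregulated), 580 in HFDmetf vs. CDmetf (247 and 333), 46 in HFDmetf vs. HFD (23 and 23) and 271 in CDmetf vs. CD (215 and 56), with 395, 476 and 91 DEGs unique to HFD vs. CD, HFDmetf vs. CDmetf and CDmetf vs. CD and 103 shared by the diet contrasts. Each of these counts was 0 here, with 652, 1108, 931 and 724 genes at an unadjusted p under 0.05 in the order of the contrasts. None of the alternatives set before the data were examined closed the gap for any of these counts. In HFD vs. CD, limma-voom with sample quality weights came within 1.5 times the paper's counts (total, up, down and unique) when the contrast was a coefficient, came from a design with CD as reference or from a diet by therapy design (465 DEGs each), all chosen after seeing the values. In HFDmetf vs. CDmetf the paper's total was reached with CD as reference (709), the diet by therapy design (745), robust group means (853) and weights estimated once (862), chosen after seeing the values; its upregulated and unique counts also with group means, and its downregulated count and the 103 shared DEGs only with CD as reference and diet by therapy, likewise chosen after seeing the values. No setting without a score as a covariate came within 1.5 times the paper's counts in HFDmetf vs. HFD or CDmetf vs. CD. Sample quality weights with the proximal intestine score as a covariate, chosen after seeing the values, gave 389 DEGs in CDmetf vs. CD. That is within 1.5 times the paper's total of 271. In HFDmetf vs. HFD no score as a covariate brought the total within 1.5 times the paper's 46.

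The FDR values that the paper's text gives differ as well. For *Bco1* in HFD vs. CD the paper gives 1.69e-03 and edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment gave 1.00 (logFC −2.05, lower in 5 of 6 pairs), and for *Acaa1b* 2.07e-02 against 1.00 (logFC 1.51, higher in 5 of 6 pairs). In CDmetf vs. CD the paper gives 7.13e-03 for *Ighv1-7* and *Ighv1-81* and 8.09e-03 for *Ighv14-3*, against a quasi-likelihood FDR of 0.940 for each (logFC 4.61, 1.31 and 2.60, higher in 6, 5 and 6 of 6 pairs). None of the settings that were run came within 1.5 times these values of the paper. For *Ighv1-7* in HFDmetf vs. HFD the paper's FDR is 3.64e-02 against 0.640 by the quasi-likelihood test (logFC 2.33, higher in 4 of 6 pairs), reached only with sample quality weights and CD as reference, chosen after seeing the values. For *Cxcr4* the paper's FDR is 2.44e-02 in HFD vs. CD and 4.63e-02 in HFDmetf vs. HFD, against 1.00 and 0.640 by the quasi-likelihood test (logFC 0.98 and −0.99, higher in 5 and lower in 5 of 6 pairs); both were reached with sample quality weights as a coefficient, with CD as reference and with the diet by therapy design, and the latter also with weights without CD M3, all chosen after seeing the values. None of the alternatives set before the data were examined closed the gap for any FDR.

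The depth also differs: the paper states a median of 18.1 M reads per sample with an IQR of 68.4, where the totals of the count table gave 7.01 M and 26.8. No alternative was run for these totals.

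Of 57 logFC values that the paper's text or supplement gives for the named genes, 32 differ by more than the standard error, 0 differ in sign, and 54 were smaller in size than the paper's. Limma-voom with sample quality weights, chosen after seeing the values, closed the gap for all 32 in each of 7 forms that kept the replicate block: the contrast as a coefficient, group means, CD as reference, diet by therapy, robust group means, weights estimated once, and weights without CD M3. The paper's methods name limma-voom with weighted least squares for each gene, and their text does not name sample quality weights. Over all genes of the supplementary lists tested (585, 569, 46 and 271), the coefficient form, chosen after seeing the values, gave logFC values with a correlation of 1.00 to the paper's in each contrast, a median ratio of 1.00, 0.999, 0.998 and 0.999, and an unadjusted p under 0.05 for every gene; limma-voom without weights, set before the data were examined, gave correlations of 0.971, 0.986, 0.994 and 0.989 and median ratios of 0.662 to 0.862. Further settings that closed the gap are given for each gene.

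In HFD vs. CD, the logFC of *Bco1* was −2.05 against the paper's −3.08, and of the alternatives set before the data were examined only limma-voom and leaving out HFD M3 closed the gap, while sample quality weights with the B-cell marker score and limma-voom without CD M3, chosen after seeing the values, also did. *Cxcr4* was at 0.98 against the paper's 1.43, and of the alternatives set before the data were examined only limma-voom, no replicate block and leaving out any of CD F1, CD F2, CD M2, CD M3, CDmetf M1, HFD F2, HFD F3, HFD M1 or HFD M3 closed the gap, while sample quality weights without the block, limma-voom without CD M3, leaving out the libraries labelled HFD M2 and HFD F2 and the term for 5 libraries of replicate number 3, chosen after seeing the values, also did. *Igkv4-72* was at 2.48 against the paper's 4.49, and none of the alternatives set before the data were examined closed the gap, while sample quality weights without the block, sample quality weights with the B-cell marker score, limma-voom without CD M3 and leaving out the libraries labelled HFD M2 and HFD F2, chosen after seeing the values, did. *Igkv3-7* was at 1.21 against the paper's 3.74, and of the alternatives set before the data were examined only limma-voom closed the gap, while sample quality weights without the block, sample quality weights with the B-cell marker score and limma-voom without CD M3, chosen after seeing the values, also did. *Ifi209* was at 1.08 against the paper's 1.64, and of the alternatives set before the data were examined only leaving out any of CD F1, CD M2, CD M3, CDmetf M3, HFD F2, HFD F3, HFD M3 or HFDmetf M2 closed the gap, while sample quality weights without the block, limma-voom without CD M3, leaving out the libraries labelled HFD M2 and HFD F2 and no sex term, chosen after seeing the values, also did.

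In HFDmetf vs. CDmetf, the logFC of *Rel* was −0.53 against the paper's −0.79, and of the alternatives set before the data were examined only leaving out any of CDmetf M3 or HFDmetf M3 closed the gap, while sample quality weights without the block, chosen after seeing the values, also did. *Tlr9* was at −0.96 against the paper's −1.81, and none of the alternatives set before the data were examined closed the gap. *Btk* was at −0.94 against the paper's −1.52, and of the alternatives set before the data were examined only limma-voom and leaving out any of CDmetf F1, CDmetf M2, CDmetf M3, HFDmetf M1 or HFDmetf M2 closed the gap, while limma-voom without CD M3, chosen after seeing the values, also did. *Tnfrsf13b* was at −0.63 against the paper's −1.09, and of the alternatives set before the data were examined only limma-voom and leaving out any of CDmetf M2, HFDmetf M2 or HFDmetf M3 closed the gap, while limma-voom without CD M3 and the term for 5 libraries of replicate number 3, chosen after seeing the values, also did. *Cxcr4* was at −1.13 against the paper's −1.75, and of the alternatives set before the data were examined only leaving out any of CDmetf F1 or HFDmetf M2 closed the gap. *Igkv2-109* was at 2.00 against the paper's 3.81, and of the alternatives set before the data were examined only limma-voom and leaving out CDmetf M2 closed the gap, while limma-voom without CD M3, chosen after seeing the values, also did. *Fabp1* was at 2.11 against the paper's 3.63, and of the alternatives set before the data were examined only limma-voom, DESeq2, only the 12 samples compared, robust quasi-likelihood and leaving out any of CD F1, CD F2, CD M1, CDmetf F1, CDmetf F3, HFD F1, HFD F3, HFD M1, HFD M3, HFDmetf F1, HFDmetf F2, HFDmetf F3, HFDmetf M1 or HFDmetf M3 closed the gap, while sample quality weights without the block and limma-voom without CD M3, chosen after seeing the values, also did. *Slamf6* was at −1.75 against −2.89 in the paper's supplement, while Table 1 gives −2.79, the value it also gives for HFDmetf vs. HFD. None of the alternatives set before the data were examined closed the gap to the supplement's value. *Ifi209* was at −1.55 against the paper's −2.42, and of the alternatives set before the data were examined only leaving out HFDmetf F3 closed the gap. *Il27ra* was at −1.67 against the paper's −2.43, and none of the alternatives set before the data were examined closed the gap, while limma-voom without CD M3, chosen after seeing the values, did. *Ly6d* was at −1.56 against the paper's −2.21, and of the alternatives set before the data were examined only only the 12 samples compared and leaving out any of CDmetf F1, CDmetf M3, HFDmetf M1 or HFDmetf M3 closed the gap.

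In HFDmetf vs. HFD, the logFC of *Ighv1-7* was 2.33 against the paper's 5.76, and of the alternatives set before the data were examined only leaving out HFD F2 closed the gap, while sample quality weights without the block, sample quality weights with the B-cell marker score and leaving out the libraries labelled HFD M2 and HFD F2, chosen after seeing the values, also did. *Cxcr4* was at −0.99 against the paper's −1.83, and none of the alternatives set before the data were examined closed the gap, while sample quality weights without the block, chosen after seeing the values, did. *Plk2* was at 0.27 against the paper's 0.62, and none of the alternatives set before the data were examined closed the gap, while sample quality weights without the block, chosen after seeing the values, did. *Rel* was at −0.35 against the paper's −0.71, and none of the alternatives set before the data were examined closed the gap, while sample quality weights without the block, chosen after seeing the values, did. *Tlr9* was at −0.85 against the paper's −1.84, and none of the alternatives set before the data were examined closed the gap, while sample quality weights without the block, chosen after seeing the values, did. *Btk* was at −1.30 against the paper's −1.94, and of the alternatives set before the data were examined only leaving out any of HFD F2, HFDmetf M1 or HFDmetf M2 closed the gap, while sample quality weights without the block and leaving out the libraries labelled HFD M2 and HFD F2, chosen after seeing the values, also did. *Tnfrsf13b* was at −0.77 against the paper's −1.19, and of the alternatives set before the data were examined only no replicate block and leaving out any of HFD F2, HFD F3, HFD M1, HFDmetf M2 or HFDmetf M3 closed the gap, while sample quality weights without the block and leaving out the libraries labelled HFD M2 and HFD F2, chosen after seeing the values, also did. *Slamf6* was at −1.51 against the paper's −2.79, and none of the alternatives set before the data were examined closed the gap, while sample quality weights without the block, chosen after seeing the values, did. *Ifi209* was at −1.59 against the paper's −2.39, and of the alternatives set before the data were examined only leaving out any of HFD F2, HFD F3 or HFDmetf F3 closed the gap, while sample quality weights without the block and leaving out the libraries labelled HFD M2 and HFD F2, chosen after seeing the values, also did. *Il27ra* was at −1.37 against the paper's −2.38, and none of the alternatives set before the data were examined closed the gap. *Ly6d* was at −1.52 against the paper's −2.28, and none of the alternatives set before the data were examined closed the gap, while sample quality weights without the block, chosen after seeing the values, did.

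In CDmetf vs. CD, the logFC of *Ighv1-81* was 1.31 against the paper's 2.52, and of the alternatives set before the data were examined only limma-voom closed the gap, while sample quality weights with the B-cell marker score and limma-voom without CD M3, chosen after seeing the values, also did. *Igkv4-72* was at 3.29 against the paper's 5.33, and of the alternatives set before the data were examined only limma-voom closed the gap, while sample quality weights with the B-cell marker score and limma-voom without CD M3, chosen after seeing the values, also did. *Ifi209* was at 1.04 against the paper's 1.67, and of the alternatives set before the data were examined only limma-voom and leaving out any of CD F1, CD M2, CD M3, CDmetf F1, CDmetf M1, CDmetf M2 or CDmetf M3 closed the gap, while limma-voom without CD M3, no sex term and the term for 5 libraries of replicate number 3, chosen after seeing the values, also did. *Ighv5-16* was at 1.67 against the paper's 3.73, and of the alternatives set before the data were examined only limma-voom and leaving out CD M2 closed the gap, while limma-voom without CD M3, chosen after seeing the values, also did. *Ighv1-58* was at −0.13 against the paper's −3.24, and of the alternatives set before the data were examined only limma-voom closed the gap, while limma-voom without CD M3, chosen after seeing the values, also did.

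The paper's DEGs were called under several settings. DESeq2, set before the data were examined, called 8 of the paper's 585 genes in HFD vs. CD (*Hsdl2*, *Cyp4a10*, *Ptafr*, *Apoa4*, *Sec22c*, *Flvcr2*, *Tfrc* and *H2-Q10*, all but *Cyp4a10* and *Apoa4* being named after their values were seen) and 1 of its 271 in CDmetf vs. CD (*Ighv14-3*). The other settings that called any were chosen after seeing the values. In the order HFD vs. CD, HFDmetf vs. CDmetf, HFDmetf vs. HFD and CDmetf vs. CD, sample quality weights called 450, 42, 46 and 12 of the paper's genes as a coefficient, 582, 547, 46 and 37 with group means, 450, 543, 46 and 12 with CD as reference, 450, 561, 46 and 12 with diet by therapy, 582, 538, 46 and 35 with robust group means, 584, 548, 46 and 47 with weights estimated once, and 309, 42, 46 and 4 without CD M3. Weights without the replicate block called 5 of the paper's genes in HFD vs. CD, and limma-voom without CD M3 called 1 (*Bco1*).

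The paper states that metformin downregulates the NF-kappa B pathway in healthy mice. With metformin on the control diet, 21 of the 30 genes of the NF-kappa B list were higher and 9 lower (median logFC 0.11; fry p = 0.155, n = 24), and all 7 genes that the supplement gives for the pathway in this contrast were higher (median logFC 0.62). The supplementary list for HFDmetf vs. CDmetf has 580 lines but 569 different genes, 11 lines repeating a gene and 12 lines being identical to lines of the list for HFDmetf vs. HFD. Counted from the supplementary lists, 398, 406, 10 and 92 genes are unique to HFD vs. CD, HFDmetf vs. CDmetf, HFDmetf vs. HFD and CDmetf vs. CD, where the paper's text gives 395, 476 and 91 for the first, second and last of these.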

Other observations

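The tests of the 0 DEGs and of library size in this part were chosen only after the result was seen.

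Other splits of the samples give counts as large as the real groups. Exchanging the group labels within pairs of the same sex and replicate number, which keeps every pair parted, gives 32 splits. As many genes at an unadjusted p under 0.05 as in the real split were found in 11 of them for HFD vs. CD, 3 for HFDmetf vs. CDmetf, 9 for HFDmetf vs. HFD and 3 for CDmetf vs. CD, and for the interaction in 18 of 100 splits drawn. For the differences between the sexes, the sex labels were exchanged instead, within pairs of the same group and replicate number, and it was 29, 12, 25 and 6 of 32 splits. For a fry p as small, with the group labels exchanged, it was 8, 3, 7 and 7 of 32 splits for the NF-kappa B list and 4, 8, 7 and 8 for the B-cell marker list. None of these shares is under 0.05, so the numbers of genes at an unadjusted p under 0.05 cannot be told apart from those of arbitrary groupings of the same animals. In simulated libraries of this number and depth, edgeR's quasi-likelihood test called 61.5%, 89.5% and 97.5% of genes changed by log2 values of 1, 2 and 3. The simulated genes varied independently of each other, and the changed genes were picked at random. For such genes, most changes of that size would be called with this number of animals. Genes that rise and fall together between animals were not simulated, and neither were smaller changes. The simulation therefore cannot exclude the number of animals as an explanation of the 0 DEGs.

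Explanations of the 0 DEGs were tested by changing the fit. A few genes taking most of the counts in CD M3 was tested by leaving it out, which gave 0 DEGs in the 4 contrasts (683, 1374, 1293 and 874 genes at an unadjusted p under 0.05). The sex labels of HFD M2 and HFD F2 were tested by leaving both out, which gave 0 (592, 1171, 340 and 861). Library batch was tested by a term for 5 libraries of replicate number 3 that stood apart in the principal components (CD F3, CDmetf F3, CDmetf M3, HFD F3 and HFDmetf F3) in place of the replicate number, which gave 0 (731, 976, 968 and 713). No DEGs appeared in any of these fits. Leaving out libraries also lowers the number compared, and a fit with the sex labels exchanged was not run, so the 0 without HFD M2 and HFD F2 does not exclude the sex labels. A library size difference between groups was tested on log10 reads on genes (exact permutation p = 0.684 for HFD vs. CD, 0.656 for HFDmetf vs. CDmetf, 0.697 for HFDmetf vs. HFD and 0.686 for CDmetf vs. CD). No difference was shown, but the median was 10387014 reads in CD against 3284867 in CDmetf, 3145285 in HFD and 3966407 in HFDmetf, so an effect of library size on the logFC values is not excluded.

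With sample quality weights and the contrast as a coefficient, the DEGs numbered 465, 42, 392 and 12 in HFD vs. CD, HFDmetf vs. CDmetf, HFDmetf vs. HFD and CDmetf vs. CD, and as many were found in 1, 5, 3 and 8 of the 32 splits. Only in HFD vs. CD was the real split alone. Lymphoid content of the tissue piece was tested by adding the B-cell marker score as a covariate, which left 0 DEGs in each contrast (1359, 1232, 1124 and 1282 genes at an unadjusted p under 0.05); adding log10 reads on genes in its place left 0, 2, 0 and 0 (1709, 2351, 2532 and 1542). The T-cell and follicle stroma scores, which follow the B-cell score (r = 0.890 and 0.926), left 2 and 0 DEGs in HFD vs. CD (1852 and 1261 genes at an unadjusted p under 0.05), and the NF-kappa B score left 4 (r = 0.499). For the plasma cell, smooth muscle, adipocyte, proximal and distal intestine scores (r = −0.104, −0.137, 0.044, −0.111 and 0.221 with the B-cell score) it was 117, 197, 649, 139 and 368 in HFD vs. CD, 1, 18, 19, 1370 and 0 in HFDmetf vs. CDmetf (2196, 2669, 2418, 4154 and 1773 genes at an unadjusted p under 0.05), 3, 0, 136, 0 and 0 in HFDmetf vs. HFD (2235, 1237, 3179, 1482 and 3827) and 0, 159, 0, 389 and 34 in CDmetf vs. CD (2076, 2557, 1537, 2359 and 1752). Since log10 reads and scores unrelated to the B-cell score also removed DEGs, the loss is not specific to lymphoid content, and the weighted result cannot be told apart from lymphoid content or from depth.

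The weights themselves were compared with the libraries (2 relations tested). The log weights did not rise with library depth (r = 0.0804, permutation p = 0.708, Benjamini-Hochberg value 0.708; rho = 0.216, permutation p = 0.311; r = −0.0458 without the 2 libraries farthest from the median depth). They fell with the share of counts in the 10 largest genes (r = −0.420, permutation p = 0.024, Benjamini-Hochberg value 0.048; rho = −0.170, permutation p = 0.421), and r was −0.0686 without CD M3 and HFDmetf F2, so this relation rests on those libraries.

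The paper's DEGs follow the B-cell marker score within groups more than other genes do. The median absolute correlation with the score, computed within group, sex and block, was 0.241 over 583 genes of HFD vs. CD, 0.266 over 563 genes of HFDmetf vs. CDmetf, 0.441 over 46 genes of HFDmetf vs. HFD and 0.410 over 269 genes of CDmetf vs. CD. The 95th percentile of 10000 random lists of the same size, matched on mean expression, was 0.197, 0.196, 0.240 and 0.203. These correlations are across genes, which are not independent replicates. A hypothesis from this is that lymphoid content of the tissue piece, for example a Peyer's patch or lymphoid follicle in some of the pieces, could contribute to the paper's lists; the test does not separate this from a change in B-cell number caused by diet or metformin.

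In the paper's lists, the 129 genes shared by HFD vs. CD and CDmetf vs. CD all change in the same direction, as do the B-cell markers, while the 24 genes shared by HFD vs. CD and HFDmetf vs. HFD all change in opposite directions. Contrasts that share a group are not independent, so part of this pattern follows from the shared libraries; how much was not tested. The position of the tissue piece along the intestine was tested for the diet genes *Bco1*, *Cyp4a10* and *Apoa4*: the proximal minus distal marker score differed by 0.971 between HFD and CD (exact permutation p = 0.331). All 6 proximal markers were higher in HFD vs. CD (median logFC 0.99) and 3 of 4 distal markers lower, and in HFDmetf vs. CDmetf 6 of 6 were higher (0.91) and 4 of 4 lower. The proximal list contains *Fabp1*, which responds to diet in the paper, so the score does not separate position along the intestine from a diet response, and a difference in position is not excluded.

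Between males and females as labelled, 1 gene passed an FDR of 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 1023 genes at an unadjusted p under 0.05), namely *Kdm6a* (logFC −0.76 for male vs. female; FDR = 0.0165), which was named after its values were seen. Without the libraries labelled HFD M2 and HFD F2, 8 genes passed, with the smallest FDR of 1.96e-18 for the Y-linked *Uty*.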
